# Widespread Over-Expression of the X Chromosome in Sterile F_1_ Hybrid Mice

**DOI:** 10.1371/journal.pgen.1001148

**Published:** 2010-09-30

**Authors:** Jeffrey M. Good, Thomas Giger, Matthew D. Dean, Michael W. Nachman

## Abstract

The X chromosome often plays a central role in hybrid male sterility between species, but it is unclear if this reflects underlying regulatory incompatibilities. Here we combine phenotypic data with genome-wide expression data to directly associate aberrant expression patterns with hybrid male sterility between two species of mice. We used a reciprocal cross in which F_1_ males are sterile in one direction and fertile in the other direction, allowing us to associate expression differences with sterility rather than with other hybrid phenotypes. We found evidence of extensive over-expression of the X chromosome during spermatogenesis in sterile but not in fertile F_1_ hybrid males. Over-expression was most pronounced in genes that are normally expressed after meiosis, consistent with an X chromosome-wide disruption of expression during the later stages of spermatogenesis. This pattern was not a simple consequence of faster evolutionary divergence on the X chromosome, because X-linked expression was highly conserved between the two species. Thus, transcriptional regulation of the X chromosome during spermatogenesis appears particularly sensitive to evolutionary divergence between species. Overall, these data provide evidence for an underlying regulatory basis to reproductive isolation in house mice and underscore the importance of transcriptional regulation of the X chromosome to the evolution of hybrid male sterility.

## Author Summary

The X chromosome plays an important role in the development of reproductive isolation between species, but the basis for this has remained unclear. One possible explanation is that sperm development is sensitive to disruption of X-linked gene regulation. In mice, evidence linking abnormal gene expression on the X chromosome with reproductive isolation has been lacking until now. Here we use experimental crosses within and between species of mice and genome-wide expression data to identify aberrant expression patterns associated with hybrid male sterility. We observed chromosome-wide over-expression of the X chromosome during spermatogenesis in sterile hybrid males and developmentally localized this breakdown to an apparent disruption of X-inactivation. Collectively, these results highlight the importance of gene regulation to the evolution of reproductive isolation and support the hypothesis that improper expression of the X chromosome during spermatogenesis is an important mechanism contributing to the rapid evolution of hybrid male sterility.

## Introduction

The importance of proper gene regulation to the evolution of reproductive isolation between species is not well understood. Several studies have documented abnormal genome-wide patterns of expression in F_1_ hybrid offspring relative to their parental species [1]–[5]. However, two confounding factors make it difficult to determine the extent to which these data are directly relevant to the genetic basis of speciation. First, expression data from whole tissues reflect proportional transcript abundances across different cell types. Thus, genome-wide differences in hybrid expression could simply reflect quantitative differences in the cellular composition of tissues that manifest abnormal hybrid phenotypes [6], rather than true expression differences between cells. Second, many studies have focused on divergent crosses that produce severe F_1_ hybrid incompatibility phenotypes that uniformly affect a given sex. Without variability in F_1_ sterility, it is difficult to establish a causal relationship between reproductively isolating phenotypes and general expression patterns on a hybrid genomic background.

The X chromosome often plays a central role in the genetic underpinnings of reproductive isolation [7]. Hybrid inviability and sterility typically arise due to incompatible epistatic interactions between divergent genes [7]–[9]. Deleterious recessive incompatibilities are exposed on the X chromosome, but not the autosomes, of F_1_ hybrid males. This dominance-based model [10] provides a simple genetic explanation for the ubiquitous evolutionary pattern that hybrid inviability or sterility overwhelmingly afflicts the heterogametic sex first (i.e., Haldane's rule [11]). However, it does not explain why hybrid male sterility evolves much faster than male inviability [12]–[16]. Male sterility evolves particularly quickly on the X chromosome (i.e., the large X-effect [7], [17] for male sterility), which has been shown in *Drosophila* to accumulate a higher density of recessive mutations causing hybrid male sterility relative to the autosomes [14]–[16]. There are several evolutionary hypotheses to explain the rapid development of X-linked sterility, including more frequent positive selection on the X chromosome because of the immediate exposure of beneficial recessive mutations [18]–[20], recurrent genetic conflict over the meiotic transmission of the sex chromosomes [21]–[25], and rampant gene movement onto and off of the X chromosome [26]. None of these hypotheses are mutually exclusive and all plausibly contribute to the rapid evolution of hybrid male sterility.

Rapid X-linked evolution notwithstanding, the importance of the X chromosome for hybrid male sterility is surprising given that spermatogenic genes tend to be underrepresented on the X chromosome [27]–[29]. A possible mechanistic explanation for this discrepancy is that spermatogenesis may be particularly sensitive to disruption of gene expression on the X chromosome [16], [30]–[32]. In mammals [33], flies [34], and nematodes [35], transcription on the X chromosome is silenced during part of spermatogenesis, resulting in an under-representation of X-linked spermatogenic genes [27], [29], [36]. In mice, the X chromosome is inactivated at the pachytene stage of meiosis (i.e., meiotic sex chromosome inactivation or MSCI) when homologous autosomes synapse [37], [38]. Most of the X chromosome remains transcriptionally inactive for the duration of spermatogenesis (postmeiotic sex chromosome repression or PMSR) save a relatively small subset of postmeiotically expressed genes [39]. Mutations that disrupt synaptic pairing of autosomes can disrupt MSCI and PMSR, often resulting in male-limited sterility [40]–[42]. If MSCI and/or PMSR are also sensitive to evolutionary divergence between closely related species then disruption of X-inactivation during spermatogenesis may provide a general molecular basis for the large X-effect and the rapid evolution of hybrid male sterility [30]–[32].

Two closely related lineages of house mice, *Mus musculus* and *M. domesticus,* provide a powerful system for studying the role of gene regulatory divergence in speciation. The two species are recently diverged (∼500 KYA; [43]) and form a narrow hybrid zone across Europe. Laboratory crosses between *M. domesticus* and *M. musculus* often yield fertile females and sterile males [44]. The spermatogenic status of F_1_ males ranges from normal to complete meiotic arrest [31] or dramatic reductions in postmeiotic cells [44]. Two factors contribute to variation in F_1_ hybrid male sterility. First, multiple sets of epistatic incompatibilities are involved in spermatogenic failure [31], [44], including one or more X-autosome interactions that result in asymmetric sterility in some reciprocal crosses [44], [45]. All asymmetric crosses described so far yield sterile hybrid males when the maternal line is *M. musculus,* and introgression of the *M. musculus* X chromosome causes male sterility on a *M. domesticus* genetic background [46], [47]. Second, multiple autosomal incompatibilities are polymorphic within *M. musculus* and *M. domesticus* [45], [47]–[49]. Thus, F_1_ hybrid male fertility depends critically on both the direction of the cross and the genotype of the parental species.

One of the polymorphic incompatibilities, *Hst1*, has recently been localized to a single autosomal gene, PR-domain 9 or *Prdm9* [50]. *Prdm9* is involved in histone methylation [51] and causes aberrant expression of several interacting genes in sterile hybrid males [50]. Two previous studies [5], [52] have interrogated the evolution of gene expression between *M. musculus*, *M. domesticus*, and *M. castaneus* (another closely related species). The results of these studies were somewhat conflicting, with testis showing a clear excess of expression divergence between *M. musculus* and *M. domesticus* relative to brain or liver in only one of the experiments (i.e., [5]). This experiment also evaluated F_1_ hybrid male expression for two reciprocal crosses (*M. domesticus* and *M. musculus; M. castaneus* and *M. musculus*) [5]. F_1_ expression patterns were largely additive in most tissues and crosses; however, males from one cross (female *M. musculus* x male *M. castaneus*) showed an excess of mis-expressed transcripts in testis. The relevance of these data to mouse speciation remains unclear because sterility factors are polymorphic within house mice [45], [47]–[49] and male fertility phenotypes were not measured in this experiment.

Here we evaluate the role of gene expression in mouse speciation by using a reciprocal cross between *M. domesticus* and *M. musculus* that results in asymmetric hybrid male sterility. We directly associate aberrant expression patterns with hybrid male sterility by contrasting genome-wide expression data for both species with data from fertile and sterile F_1_ hybrids. Previously published phenotypic data from sterile hybrid males [44] were used to generate simple qualitative predictions for expected expression differences due to changes in the cellular composition of sterile hybrid testis. We then considered these predictions in the context of detailed information on the developmental timing of gene expression during spermatogenesis [39], [53].

## Results/Discussion

### Experimental design

The current work builds upon a previous study examining hybrid male sterility [44]. Previously, all eight pairwise interspecific crosses were performed between two wild-derived strains of *M. domesticus* (LEWES/EiJ, WSB/EiJ) and two wild-derived strains of *M. musculus* (PWK/PhJ, CZECHII/EiJ). F_1_ hybrid males from reciprocal interspecific crosses between CZECHII/EiJ and either strain of *M. domesticus* had small testis that produced few or no mature sperm. In contrast, males from crosses involving PWK/PhJ were only sterile when PWK/PhJ was the maternal strain (Figure 1).

**Figure 1:**
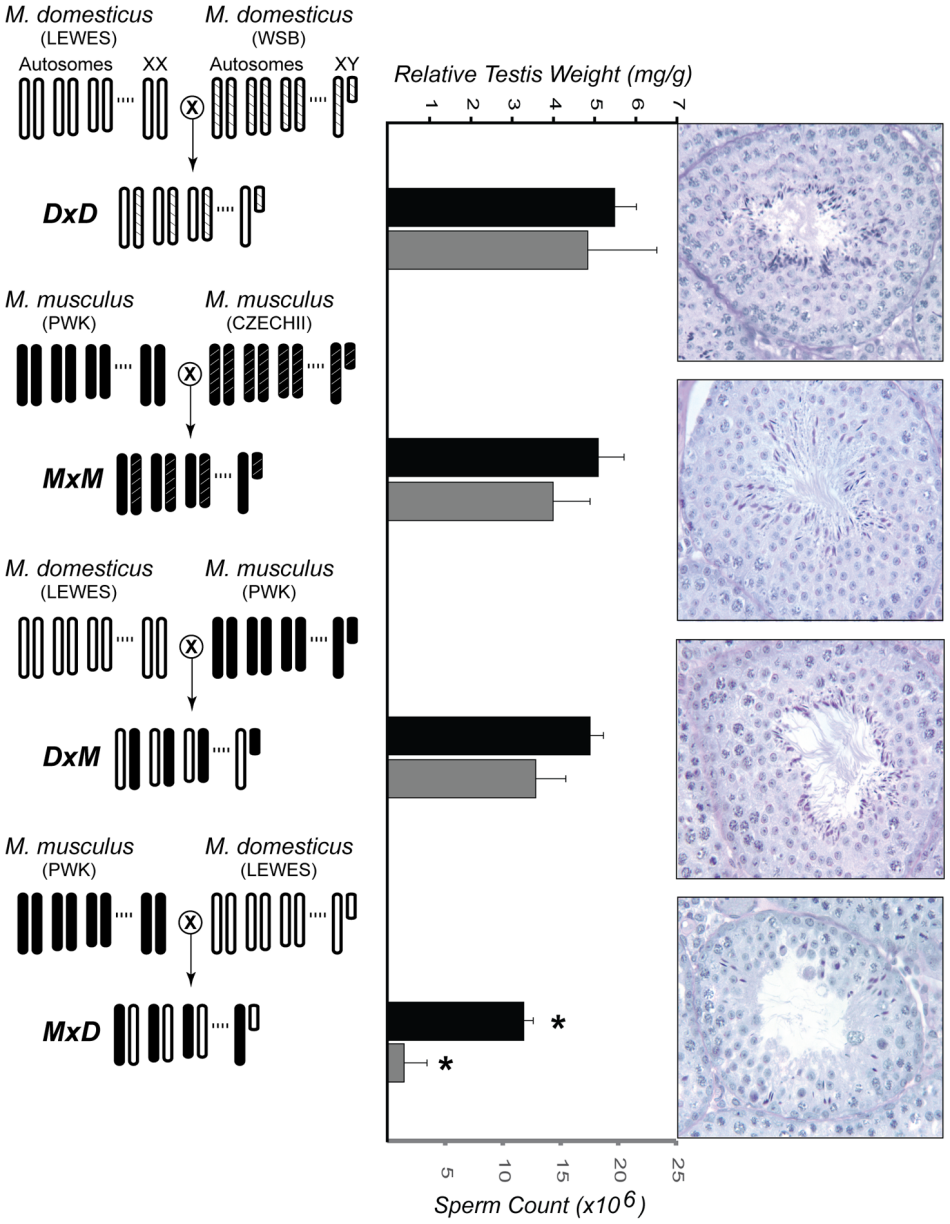
Experimental design and male reproductive phenotypes. The crossing designs used to generate F_1_ males from two intraspecific crosses (*DxD* and *MxM*) and two interspecific crosses (*DxM* and *MxD*) are shown on the left. For each cross, the genotype for three autosomes and both sex chromosomes are given. Light-colored chromosomes (white and white-hatched) are from wild-derived strains of *M. domesticus* (LEWES/EiJ, WSB/EiJ) and dark-colored chromosomes (black and black-hatched) are from wild-derived strains of *M. musculus* (PWK/PhJ, CZECHII/EiJ). Previously published estimates [44] of relative testis weights (standardized for body weight) and sperm counts are given for males from each cross, in black and gray bars, respectively. Error bars indicate one standard deviation. (*) Hybrid *MxD* males were significantly reduced for both characters when compared to *MxM* and *DxD* males (pooled, Wilcoxon rank sum, P<0.01). For each genotype, representative histological cross-sections of a single seminiferous tubule are shown on the right. The first three genotypes showed normal progression of spermatogenesis, while the *MxD* males showed diminished numbers of germ cells overall, poor organization of the seminiferous epithelium, and a large reduction in the number of postmeiotic cells.

Focusing on this latter asymmetric cross involving PWK/PhJ, we interrogated expression levels of ∼39,000 transcripts using Affymetrix Mouse Genome 430 2.0 GeneChips. 

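Gene-level expression values were analysed for 12 adult males, 3 from each of 4 crosses, with the maternal strain written first. The *DxD* males were LEWES/EiJ x WSB/EiJ and the *MxM* males PWK/PhJ x CZECHII/EiJ, so both were F1 males within 1 species. The reciprocal hybrids were *DxM* (LEWES/EiJ x PWK/PhJ, fertile) and *MxD* (PWK/PhJ x LEWES/EiJ, sterile). RNA came from whole testis of males aged 60 days, and each male was measured on 1 Affymetrix Mouse Genome 430 2.0 array. The authors summarised the probes of each gene with PLIER, a model that weights probes by their performance, using BRAINARRAY chip description files (version 11) that group probes by Ensembl gene. They kept genes detected in every male, quantile normalized the arrays and deposited log2 values. The deposited values cover 7000 genes, and the sorted values are identical in the 12 arrays, with a median of 8.14, as quantile normalization gives. Array data carry no read depth, and the number of arrays limits the precision. For the 1997 genes in the part of Table S1 used here, the values of each male matched those of the same-named column of Table S1 to within 5.0e-05. Differences between genotypes were tested with limma, which fits all 4 genotypes together and borrows information on the spread across genes. The methods' t-test, run gene by gene on 2 genotypes at a time, was an alternative. With unequal variances it gave the p-values of Table S1 to within 0.00049%. With equal variances the median difference from those p-values was 2.0% to 10.4%, depending on the contrast. The methods name Student's t-tests and do not state the form of the variance, so both forms carry the name here. The within-genotype variance, averaged over genes, was 0.0147 in *DxD*, 0.0879 in *MxM*, 0.0203 in *DxM* and 0.0278 in *MxD*, so a spread shared by the 4 genotypes is narrower than that of the *MxM* males.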

For each of four genotypes (Figure 1), we examined expression levels of RNA isolated from whole testis in three 60-day old males resulting in 12 microarray experiments. This cross design was chosen specifically to evaluate the expression of a single *M. musculus* and *M. domesticus* X chromosome on both con- and heterospecific F_1_ backgrounds. Crosses within each species were performed to avoid confounding expression and phenotypic differences within and between species with differences between inbred and F_1_ genotypes. This design provides two important contrasts for evaluating the contribution of expression differences to reproductive isolation. First, comparison of testis expression levels within *M. musculus* (hereafter *MxM*) and within *M. domesticus* (hereafter *DxD*) males allows for the identification of genes with divergent expression levels between the species. Second, comparison between sterile hybrid males (hereafter *MxD*, maternal strain first) and all other males, including the fertile reciprocal hybrid (hereafter *DxM*), provides a direct contrast between normal and sterile males.

### Strong conservation of testis expression between species on the X chromosome

Affymetrix 430 2.0 GeneChips were designed from the genome of the laboratory mouse C57BL/B6, which is largely of *M. domesticus* origin [54]. To help reduce the influence of probe mismatch, we incorporated probe performance into our analysis by down-weighting probes with high technical variance and only including genes that were detected in all samples based on Wilcoxon signed rank tests (P*<*0.01) between perfect versus mismatch signals. Of the 6,998 genes detected in all 12 samples (Table S1), 2,065 were significantly different between *M. musculus* and *M. domesticus* (P<0.05, pairwise t-tests). 

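Between the *DxD* and *MxM* males, limma gave 2923 of 7000 genes with an unadjusted p under 0.05, of which 1297 were higher in *DxD* and 1626 higher in *MxM*. After Benjamini-Hochberg adjustment at 5%, 2230 genes differed. The absolute difference had a median of 0.20 on the log2 scale over all genes. The largest change from another choice came with the methods' t-test with unequal variances, which gave 2065 genes at an unadjusted p under 0.05 and 468 after Benjamini-Hochberg adjustment at 5%. The paper's 5% rate was estimated with fdrtool instead. The gene ENSMUSG00000030062 measured 10.5 ± 0.08 (SD, n = 3) in *DxD* and 3.29 ± 0.37 (SD, n = 3) in *MxM*. In 2 of the 3 *MxM* males it had the lowest value of the array. The log2 difference of 7.16 (standard error 0.15, limma adjusted p = 7.0e-11) is therefore a lower bound for the signal, but not for expression. Probe mismatch to *M. musculus*, which the paper discusses, was not tested for this gene. The hybrids measured 9.88 ± 0.14 in *DxM* and 10.1 ± 0.09 in *MxD*. In the other direction, ENSMUSG00000038170 on chromosome 3 was at 3.87 in every *DxD* male and at 8.80 ± 0.05 (SD, n = 3) in *MxM*, a log2 difference of -4.93 (standard error 0.07, limma adjusted p = 1.4e-12). At most 2 genes were lower in any *DxD* array, so its size is also limited by the lowest level of the arrays. Both genes were chosen among those without overlap between the genotypes, so their separation follows from the choice.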

1,435 of these genes remained significant at an estimated false discovery rate (FDR) of 5% (P<0.02364, pairwise t-tests).

The cellular composition of testis is highly heterogeneous, including populations of both somatic and germ line cells. Therefore, expression data collected from whole testis can be strongly influenced by the underlying cellular composition. We used published expression data [53] to identify groups of genes that show the greatest level of induction in somatic (Sertoli cells), mitotic (spermatogonia), meiotic (spermatocytes), or postmeiotic (round spermatids) cells. Of the 1,435 genes with significantly different expression between the species (FDR<0.05), 712 genes could be associated with a particular cell type. 

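Cell types were counted over the first 1997 of the 6998 rows of Table S1, which hold chromosomes 1 to 4 and part of chromosome 5, and no enrichment was tested on this part of the table. Of these rows, 1102 have a cell type. Among the 324 meiotic genes, 108 differed between *DxD* and *MxM* by limma after Benjamini-Hochberg adjustment at 5%, with 54 higher in *DxD* and 54 higher in *MxM*. Among the 367 mitotic genes, 110 differed, with 38 higher in *DxD* and 72 higher in *MxM*. Of the 269 postmeiotic genes, 81 differed, 34 of them higher in *DxD*, and of the 142 somatic genes, 49 differed, 19 of them higher in *DxD*. The share of genes that differed was 33.3% for meiotic, 30.0% for mitotic, 30.1% for postmeiotic and 34.5% for somatic genes.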

For these genes, loci with significantly higher expression in *M. domesticus* were enriched for meiotic genes but under-represented among mitotic genes (Table 1). Expression differences were not biased with respect to postmeiotic genes, suggesting that this difference does not reflect a simple shift in the onset of spermatogenesis (i.e., later development in *M. musculus*). Rather, it appears that evolutionary differences between the species are enriched to particular developmental time-points (i.e., meiosis). However, it is also possible that a subtle shift in the overall cellular composition of the testis has evolved between the species. Note that a slight majority of these differences resulted from transcripts that were more highly expressed in *M. musculus* (55%). These data suggest that probe effects due to evolutionary divergence are not a major factor in our analysis because probe mismatches to *M. musculus* should bias our results towards transcripts appearing more highly expressed in *M. domesticus*.

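Of the genes that differed between *DxD* and *MxM* by limma after Benjamini-Hochberg adjustment, 1247 or 55.9% had the higher mean in *MxM* (Wilson 95% interval 53.9% to 58.0%, which treats genes as independent). The share was 55.6% among genes with an unadjusted p under 0.05. With the methods' t-test with unequal variances at the paper's threshold of 0.02364, a setting added after seeing the data, 821 of 1435 genes or 57.2% were higher in *MxM*. Without *MxM* replicate 3, in which 131 genes lay at least 1 log2 unit below every other male, the share was 51.3%. Leaving out only those 131 genes, a setting also added after seeing the data, gave 56.1%, so they are not the source of the fall. With each array centred on its autosomal median the share was 51.8%.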

**Table 1:** Expression differences between *M. domesticus* and *M. musculus* across spermatogenic cell types.

	Autosomes			X chromosome		
	observed	expected*	P	observed	expected*	P
**All genes (N = 712)**						
Somatic	80	85.9	1	5	3.0	0.6300
Mitotic	172	220.2	0.0003	6	9.2	0.4345
Meiotic	284	233.9	0.0003	-	-	
Postmeiotic	159	155.0	1	6	4.7	1
**Higher expression in ** ***M. domesticus*** ** (N = 320)**						
Somatic	31	38.8	0.7937	1	1.1	1
Mitotic	52	99.5	<0.0001	2	3.3	1
Meiotic	154	105.7	<0.0001	-	-	-
Postmeiotic	77	70.0	1	3	1.7	1
**Higher expression in ** ***M. musculus*** ** (N = 392)**						
Somatic	49	47.1	1	4	2.0	0.1182
Mitotic	120	120.7	1	4	6.0	0.2455
Meiotic	130	128.2	1	-	-	-
Postmeiotic	82	85.0	1	3	3.1	1

*Expectations were generated independently for the X chromosome and the autosomes based on the observed distributions of expressed genes in a given cell type and tested with a Bonferroni-corrected binomial distribution.

Dashes (-) denote that no meiotic genes were observed on the X chromosome.

Autosomal genes with divergent expression between species were distributed as expected given the genomic location of probes on the array (Figure 2). In contrast, we found half as many significant differences as expected on the X chromosome (22 observed versus 43.5 expected; Bonferroni-corrected P<0.003). The same under-representation of differences on the X chromosome was also obtained for the larger set of 2,065 genes (35 X-linked observed versus 63 expected; Bonferroni-corrected P<0.001) identified using a non-FDR corrected cutoff for the pairwise t-tests (P<0.05). These results are seemingly at odds with the prediction that the X chromosome may be disproportionately involved in adaptive evolution [18]. Although empirical evidence for faster X-linked evolution has been mixed [32], numerous studies have reported higher levels of protein divergence [55]–[57], a higher incidence of positive selection [56], [58], and an over-representation of certain classes of male reproductive genes [29], [59] on the X chromosome. We found that X-linked testis-expressed genes also show a significantly higher rate of protein evolution than autosomal testis-expressed genes (Wilcoxon signed rank P<0.0001 for *dN/dS* pairwise comparison versus orthologous rat genes; X chromosome, N = 152 genes, mean = 0.247, median = 0.160; autosomal *dN/dS*, N = 5,611 genes, mean = 0.165, median = 0.112). Thus, contrary to considerable evidence for rapid protein evolution on the X chromosome, our results demonstrate that testis gene expression on the X chromosome is actually more highly conserved between species of mice. Testis expression is significantly enriched for mitotic expression on the X chromosome (Table S2) and MSCI selects against expression during meiosis [29]. These developmental constraints also appear to limit X-linked expression divergence between species.

**Figure 2:**
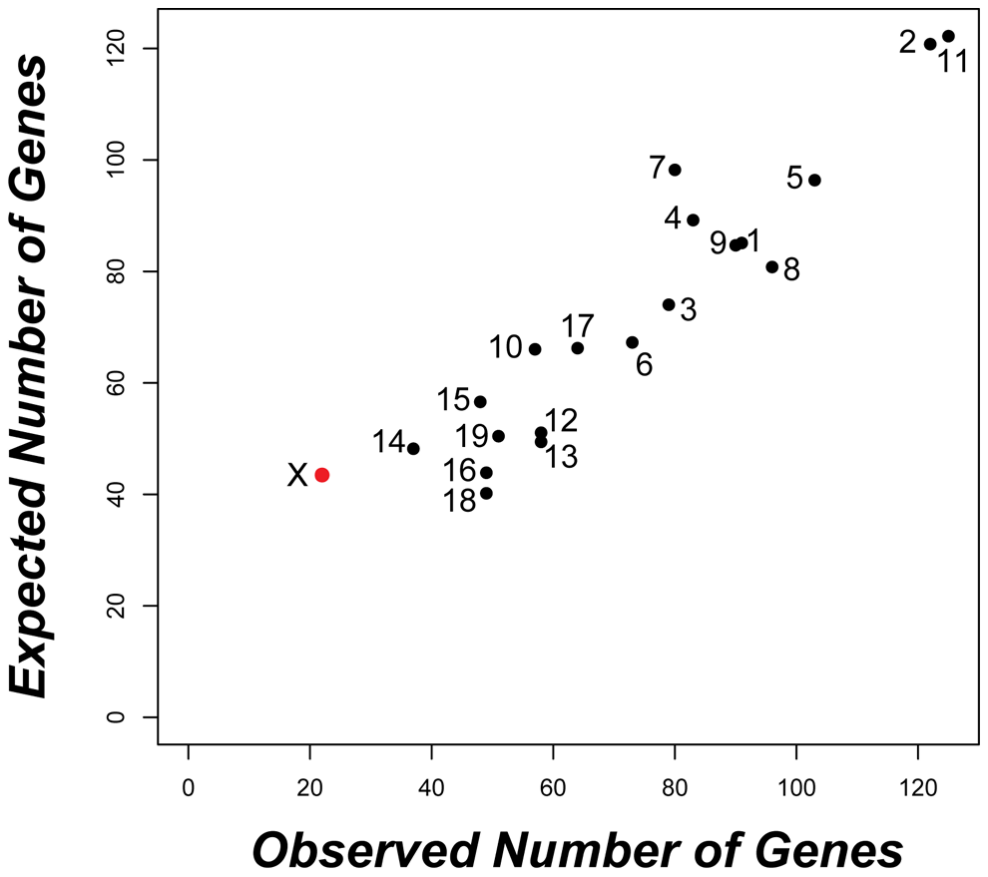
Strong conservation of testis expression on the X chromosome between species. The observed versus expected distribution of the 1,435 genes with significantly different expression between *M. musculus* and *M. domesticus* (P<0.02364; FDR<0.05) is given for each chromosome. Only the X chromosome (red) showed a significant deviation (22 observed versus 43.5 expected; Bonferroni-corrected P<0.003) based on chromosome-wise hypergeometric tests.

### Widespread mis-expression of the X chromosome in sterile hybrid males

To associate expression divergence with reproductive isolation, we employed a hierarchical approach to define a conservative set of sterility-correlated genes. First, we contrasted each of the three fertile genotypes (*MxM*, *DxD*, *DxM*) with the *MxD* sterile F_1_ hybrid mice and identified all genes with significantly different expression between groups based on gene-by-gene t-tests (P<0.05; Figure 3). 

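Between *MxD* and *DxD*, 2940 genes had an unadjusted p under 0.05 by limma, 1508 of them higher in *MxD*. Between *MxD* and *MxM* there were 2902, of which 1318 were higher in *MxD*. The reciprocal hybrids *MxD* and *DxM* differed at 1528 genes, 758 of them higher in *MxD*. After Benjamini-Hochberg adjustment at 5%, the counts were 2170, 2122 and 455 in the same order. The false discovery rate was also estimated as in the methods, from the median count over the 10 possible label permutations divided by the observed count. For the limma counts it was 4.51% against *DxD*, 14.8% against *MxM* and 21.3% against *DxM*. For the methods' t-test with unequal variances, which gave 2426, 1686 and 1050 genes, it was 3.24%, 8.63% and 19.2%. Benjamini-Hochberg adjustment of that test at 5% left 654, 3 and 0 genes in the same order. The form with equal variances left 1586, 420 and 9. With the replicate number as a block, the count between *MxD* and *DxM* was 2321 at an unadjusted p under 0.05 and 1201 after adjustment. Across genes, which are not independent replicates, the deviations of the replicate 1 males from their genotype means correlated between genotypes with r from 0.568 to 0.756.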

The estimated FDR among significant differences identified in these three pairwise contrasts ranged from 3.2% (*MxD* vs. *DxD*) to 19.3% (*MxD* vs. *DxM*). To help reduce the global FDR while enriching for expression differences directly correlated with the sterility phenotype, we focused only on the 902 genes that were significantly different between the reciprocal hybrids and at least one of the parental lines (Figure 3). We refer to these 902 genes as “sterility-correlated genes”. 

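By limma, 1388 genes met the paper's definition of sterility-correlated, with an unadjusted p under 0.05 between the reciprocal hybrids and against at least 1 of *DxD* and *MxM*. These contrasts share the *MxD* males, so some overlap arises with no effect. In 100 simulated data sets with no difference between genotypes, 128.6 genes met the definition on average and 157 at most. Other splits of the real hybrid males, the mirrored labels aside, gave up to 732. Those that part same-numbered males as the real split does gave up to 58. The simulated counts here and below therefore do not bound what shifts shared between males can give. Under the methods' t-test with unequal variances 903 genes met it, of which 790 were also among the 1388. In the 1997 rows of Table S1 used here, that test called 255 genes, and these were the 255 genes that the table marks. With the replicate number as a block 2147 genes met the definition, 1381 of them among the 1388. Without *MxD* replicate 3 the number was 920. By limma, 812 genes differed in all 3 contrasts between sterile and fertile males, where the simulated data gave 33.4 on average and the replicate block gave 1317 genes. Of the 812, 369 did not differ in any comparison among the fertile genotypes. Leaving out *MxD* replicate 3 lowered the 812 to 518 and the 369 to 217. Past Benjamini-Hochberg adjustment in all 3 limma contrasts and in 1 direction were 130 genes higher and 136 lower in *MxD*, and in 127 and 133 of them the *MxD* males did not overlap with the fertile males. These genes were selected for the difference, so the 0.909% that chance gives among unselected genes is no measure for them. The gene ENSMUSG00000054169 measured 6.41 ± 0.29 (SD, n = 3) in *MxD* against 4.22 ± 0.15 in *DxD*, 4.44 ± 0.35 in *MxM* and 4.62 ± 0.19 in *DxM*. On average this is 1.98 higher on the log2 scale, and the largest of the 3 limma adjusted p-values was 6.2e-04. The gene ENSMUSG00000023882 measured 5.94 ± 0.21 in *MxD* against 7.54 ± 0.17 in *DxD*, 6.97 ± 0.12 in *MxM* and 7.25 ± 0.26 in *DxM*, a mean difference of -1.31 with a largest adjusted p of 6.5e-04.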

The autosomal distribution of sterility-correlated genes did not deviate from random expectations (Figure S1). However, opposite to what was observed between species, we detected a ∼three-fold enrichment of sterility-correlated genes on the X chromosome (81 observed versus 27.3 expected, Bonferroni-corrected P<0.0001). Importantly, an approximately three-fold enrichment of sterility-correlated genes on the X chromosome was consistently observed across different operational definitions of “sterility-correlated”: the 1,049 genes differing between sterile *MxD* males and fertile *DxM* males (94 observed versus 31.8 expected, Bonferroni-corrected P<0.0001), the 397 genes different in all three fertile vs. sterile pairwise contrasts (43 observed versus 12 expected, Bonferroni-corrected P<0.0001), and the 181 genes different between all three fertile vs. sterile pairwise contrasts and not different between all three fertile genotypes (21 observed versus 5.5 expected, Bonferroni-corrected P<0.0001). Likewise, we also observed a strong global enrichment of sterility-correlated genes on the X chromosome (46 observed versus 6.8 expected, Bonferroni-corrected P<0.0001) when using a more conservative cutoff (P<0.01; estimated FDR 0.5–7.5%) in our pairwise t-tests (Figure S2).

**Figure 3:**
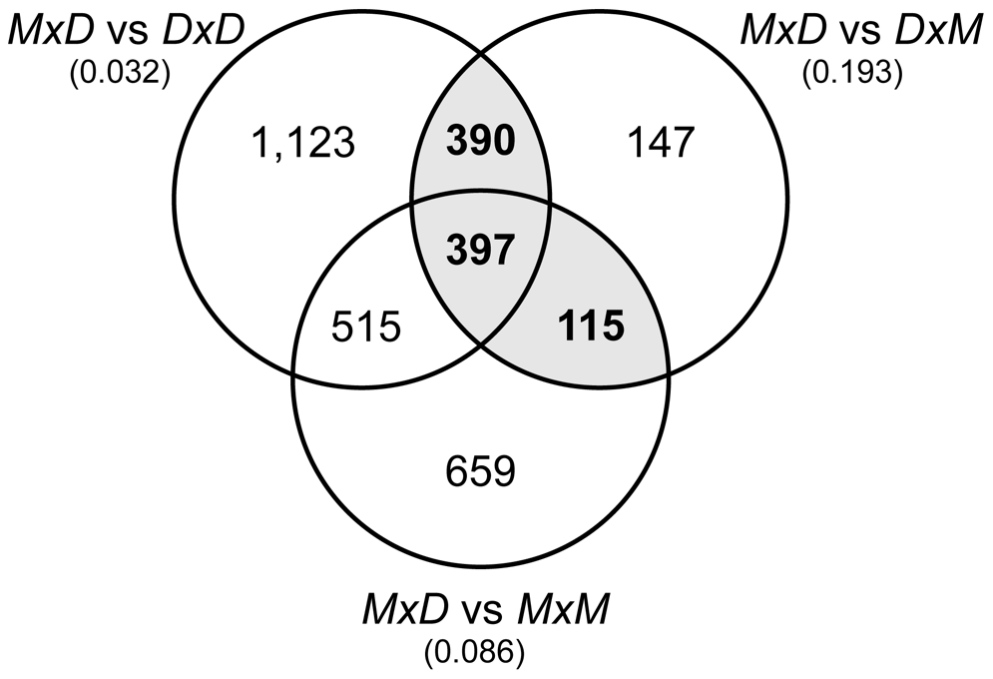
Overlap of pairwise expression differences between sterile and fertile mice. The Venn diagram gives the numbers of genes with significantly different expression (P<0.05) for the three pairwise contrasts between sterile *MxD* mice and the three fertile mouse genotypes (*DxM, MxM, DxD*). The estimated FDR for each comparison is given in parentheses. There were 902 genes that were significantly different between the reciprocal hybrids and at least one of the parental lines (gray shading).

Histological analyses show that sterile *MxD* males have a dramatic reduction in the number of postmeiotic cells (Figure 1, [44]). Thus, postmeiotic cells comprise a smaller proportion of the overall cellular composition of testis in sterile *MxD* testis when compared to fertile males with normal spermatogenesis. Therefore, genes expressed late in spermatogenesis would be expected to show lower expression levels in these sterile males, even if transcript abundances *per cell* were equivalent. Because we are measuring transcript levels from a fixed amount of RNA extracted from whole testis, it follows that transcripts from mitotic cells would be proportionally more common in sterile males. This simple qualitative model, hereafter referred to as the “cellular composition hypothesis”, predicts that mitotic genes should appear to be over-expressed while postmeiotic genes should show lower expression in sterile hybrid males. For example, postmeiotic cells comprise ∼85% of the total cellular content of adult testis [60]. If postmeiotic cells only comprised 55% of the cells in the testis of sterile F_1_ males then we would expect an apparent reduction in postmeiotic expression to be accompanied by a three-fold proportional increase in the relative abundance of non-postmeiotic transcripts (i.e., an increase from 15% to 45% of total testis cellular composition). Only genes with higher postmeiotic expression and lower mitotic expression in sterile males are not confounded by cellular composition and potentially reflect true expression differences. Moreover, such differences should be highly conservative because the skew in cellular composition should reduce our power to detect true expression differences. In particular, the skew in cellular composition will lead to an underestimate of the magnitude of differences that is proportional to the underlying difference in relative abundance of the relevant cell type.

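Of the genes that met the definition by limma, 557 or 40.1% had a higher mean in *MxD* than in each fertile genotype, 591 or 42.6% had a lower mean and 240 were intermediate. The Wilson 95% interval of the share that was higher was 37.6% to 42.7%. Over the alternatives tried the share ranged from 34.6%, with arrays centred on their autosomal median, to 45.6%, with the methods' t-test with unequal variances at p under 0.01, and both values are outside that interval. Under the methods' t-test with unequal variances, 370 were higher, 358 lower and 175 intermediate.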

To evaluate our data in the context of the cellular composition hypothesis, we first binned the 902 sterility-correlated genes into three groups: genes with higher expression in sterile *MxD* mice, genes with lower expression in sterile *MxD* mice, and genes with intermediate expression in sterile *MxD* mice. We then identified 607 sterility-correlated genes that could be associated with one of four spermatogenic cell types [53]. Overall, postmeiotic genes were highly over-represented among sterility-correlated genes and there were many fewer meiotic genes than expected by chance (Table 2). However, this global pattern masks key differences in gene expression between the X chromosome and the autosomes. 

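In the rows of Table S1 used here, all of them autosomal, 288 sterility-correlated genes by limma had a cell type. Of 104 postmeiotic genes, 90 or 86.5% were lower in *MxD* than in each fertile genotype, 1 was higher and 13 were intermediate. Of 109 mitotic genes, 90 or 82.6% were higher, 5 lower and 14 intermediate. The 40 meiotic genes had 31 lower and 2 higher, and the 35 somatic genes had 25 higher and 6 lower. With the methods' t-test with unequal variances, 52 of 63 postmeiotic genes were lower and 57 of 71 mitotic genes were higher. Over all genes of each type in these rows, the median difference between *MxD* and *DxM* was -0.20 on the log2 scale for 269 postmeiotic genes, -0.04 for 324 meiotic genes, 0.11 for 142 somatic genes and 0.16 for 367 mitotic genes. No test was run across genes, which are not independent replicates.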

Autosomal sterility-correlated genes closely followed the predictions of the cellular composition hypothesis with most postmeiotic genes showing lower expression (180 of 211, ∼85%) and most mitotic genes showing higher expression (151 of 184, ∼82%) in sterile *MxD* males. These differences are confounded by the skewed cellular composition of the sterile versus fertile males and thus may not reflect true differences in expression. In stark contrast, most of the 902 sterility-correlated genes on the X chromosome were over-expressed in sterile *MxD* males (∼93% or 75 of 81). Thus, simple differences in the cellular composition of sterile and fertile hybrid males do not explain a majority of mis-expressed genes on the X chromosome. We also observed an almost 2-fold increase in over-expressed postmeiotic genes on the X chromosome (32 observed, 18 expected; Table 2). Strikingly, the X chromosome harbors only ∼6% of the postmeiotic genes in our dataset (48 of 806) yet 89% of the postmeiotic genes (32 of 36) that were over-expressed in sterile *MxD* males were X-linked. Overall, there were 45 sterility-correlated genes that could not be explained by simple differences in the cellular composition of testis from sterile and fertile males (higher postmeiotic, lower mitotic expression in sterile males, Table S3); thirty-two of these were over-expressed postmeiotic genes on the X chromosome (Figure 4).

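The 45 genes of Table S3 were all among the deposited values, and the 135 log2 differences listed there matched those computed here to within 4.4e-06. All 45 met the definition of sterility-correlated by limma. The paper selected these genes on the same 12 males, so their differences are not independent evidence. Over all 7000 genes, 29 of the 45 passed Benjamini-Hochberg adjustment at 5% in all 3 contrasts and 45 in at least 1. With the replicate number as a block, 37 passed in all 3. In 38 genes every *MxD* male lay on 1 side of all 9 fertile males. The count that met the definition in the listed direction stayed between 41 and 45 when each male was left out in turn.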

**Figure 4:**
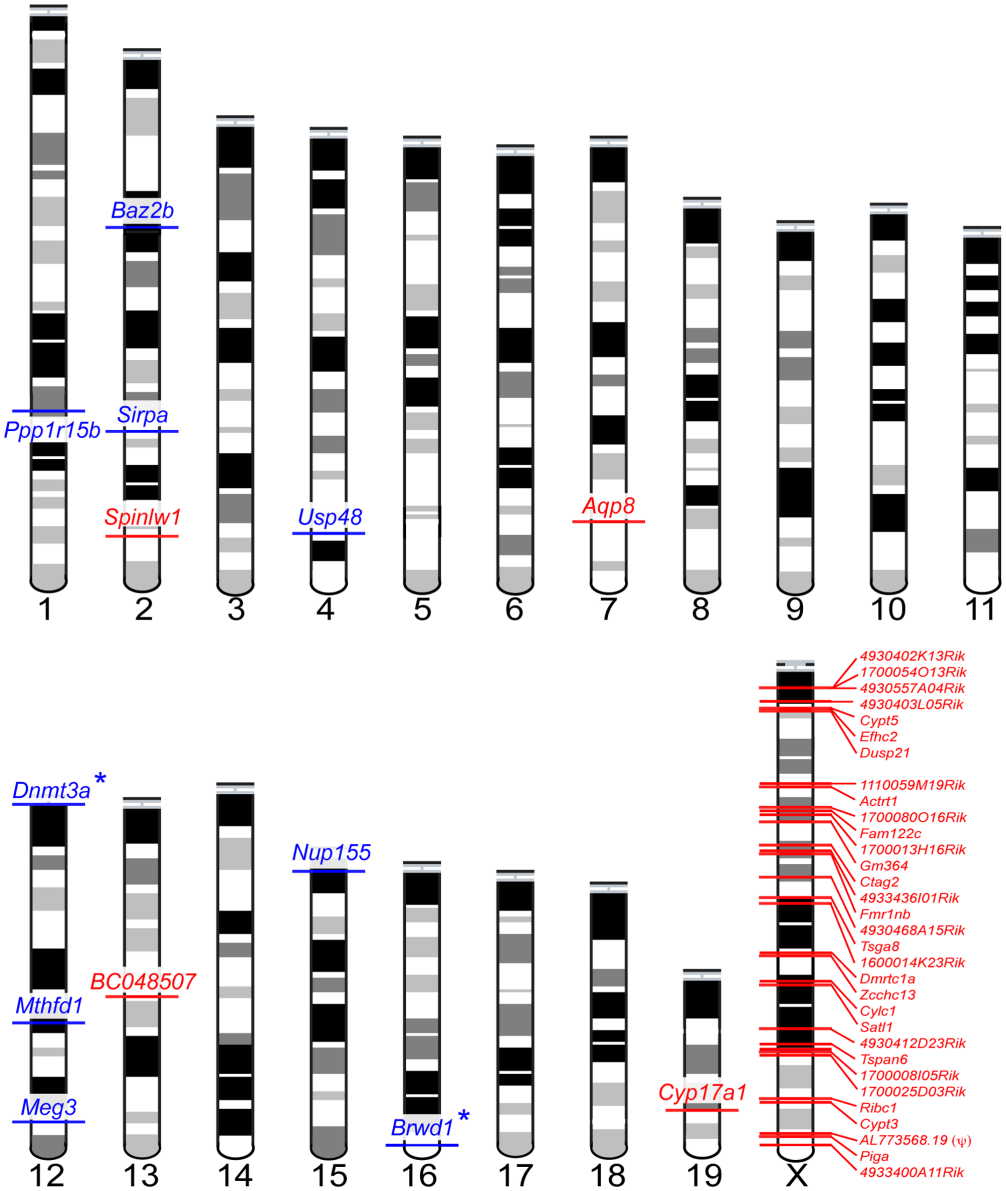
Forty-five sterility-correlated genes with patterns of expression robust to differences in testis cellular composition between fertile and sterile males. Postmeiotic genes over-expressed in sterile males are shown in red, mitotic genes under-expressed in sterile males are shown in blue. Autosomal loci with known male sterility knockout phenotypes are indicated with an (*). One locus, AL773568.19(ψ), is a transcribed pseudogene.

**Table 2:** Expression of sterility-correlated genes across spermatogenic cell types.

	Autosomes			X chromosome		
	observed	expected*	P	observed	expected*	P
**All genes (N = 607)** †						
Somatic	55	66.5	0.5964	9	12.4	1
Mitotic	184	170.5	0.8445	26	37.5	0.0222
Meiotic	88	181.1	<0.0001	-	-	-
Postmeiotic	211	120.0	<0.0001	34	19.1	0.0006
**Higher expression in sterile ** ***MxD*** ** males (N = 260)** ‡						
Somatic	34	24.1	0.1519	8	11.6	0.9903
Mitotic	151	61.8	<0.0001	25	35.3	0.0369
Meiotic	6	65.6	<0.0001	-	-	-
Postmeiotic	4	43.5	<0.0001	32	18.0	0.0008
**Lower expression in sterile ** ***MxD*** ** males (N = 255)** ‡						
Somatic	11	31.4	<0.0001	0	0.2	1
Mitotic	9	80.5	<0.0001	0	0.5	1
Meiotic	54	85.5	0.0032	-	-	-
Postmeiotic	180	56.6	<0.0001	1	0.3	0.8323
**Intermediate expression in sterile ** ***MxD*** ** males (N = 92)** ‡						
Somatic	10	11	1	1	0.5	1
Mitotic	24	28.2	1	1	1.6	1
Meiotic	28	30	1	-	-	-
Postmeiotic	27	19.8	0.2983	1	0.8	1

*Expectations were generated independently for the X chromosome and the autosomes based on the observed distributions of expressed genes in a given cell type and tested with a Bonferroni-corrected binomial distribution.

**†:** Represents the subset of sterility-correlated genes that could be associated with cell types, excluding one gene on the Y chromosome.

**‡:** Genes with higher, lower, or intermediate average expression in sterile *MD* males relative to the average expression level in each of the three fertile genotypes.

Dashes (-) denote that no meiotic genes were observed on the X chromosome.

Two patterns indicate that the signature of higher X-linked expression in sterile *MxD* males is a chromosome-wide phenomenon. First, the 32 postmeiotic genes over-expressed in sterile *MxD* males were distributed across the majority of the X chromosome (8.7–166.2 Mb, Table S3, Figure 4). 

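The 32 X-linked postmeiotic genes of Table S3 start between 8.68 and 166.2 Mb on the X chromosome of NCBI build 37. On average they were 0.72 higher in *MxD* than in *DxM*, 0.64 higher than in *DxD* and 0.45 higher than in *MxM* on the log2 scale. Among the fertile genotypes only *MxM* has the *M. musculus* X chromosome of *MxD*. The other contrasts also hold differences between the X chromosomes of the species. By limma with Benjamini-Hochberg adjustment at 5%, 13 of the 32 differed between the fertile *DxM* and *MxM*, with a mean *DxM* minus *MxM* of -0.27 over the 32. By the same test, 31 of the 32 genes differed between *MxD* and *DxM*, 32 between *MxD* and *DxD*, and 25 between *MxD* and *MxM*. These counts were 32, 32 and 30 with the replicate number as a block. The largest mean difference was that of 1110059M19Rik (ENSMUSG00000037086, start 42444081), which measured 7.30 ± 0.10 (SD, n = 3) in *MxD*, 7.01 ± 0.13 in *MxM*, 6.05 ± 0.04 in *DxD* and 5.86 ± 0.07 in *DxM*. Its log2 difference was 1.44 from *DxM* (standard error 0.08, limma adjusted p = 9.4e-06) and 0.29 from *MxM* (limma adjusted p = 0.019). Relative to *MxM*, this gene was at -1.14 in *DxM* and -0.96 in *DxD*. Ctag2 (ENSMUSG00000031181, start 62300819) measured 10.4 ± 0.14 in *MxD* and 9.38 ± 0.11 in *DxM*, a log2 difference of 1.01 (standard error 0.11, limma adjusted p = 6.2e-04). The smallest mean difference was that of 1600014K23Rik (ENSMUSG00000035491, start 82495018), at 8.19 ± 0.02 in *MxD* and 7.61 ± 0.08 in *DxM* (log2 difference 0.58, limma adjusted p = 6.7e-04).

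**Figure D1:**
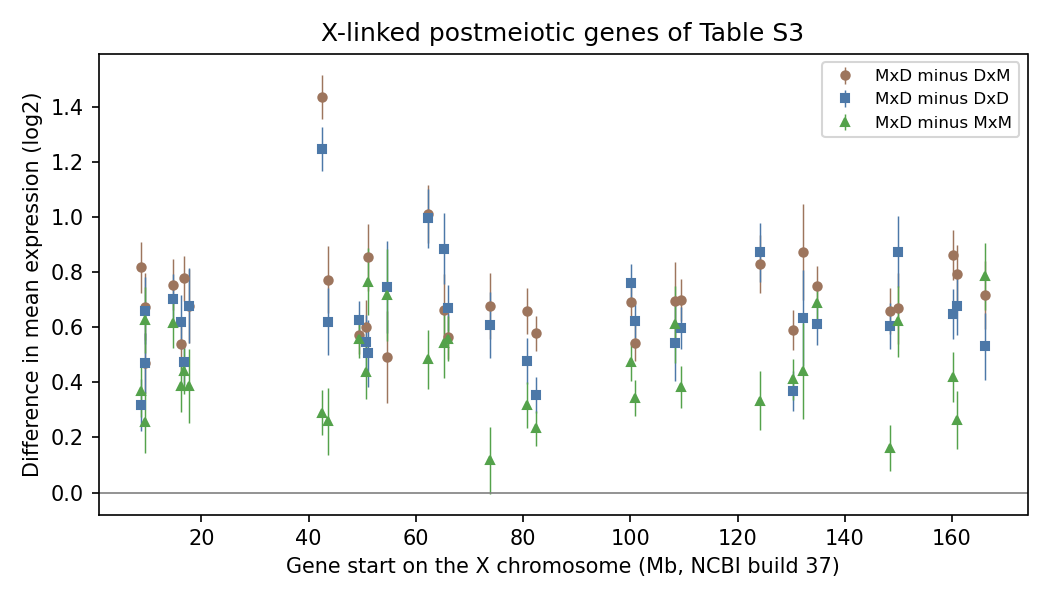
Difference in mean log2 expression (vertical axis) between the sterile MxD males and each fertile genotype for the 32 X-linked genes of Table S3, by gene start in Mb (horizontal axis, NCBI build 37). Points are differences between means of 3 males, bars are limma standard errors, and all 32 genes lie above 0 in the 3 contrasts.

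For each male, the mean deviation of the 32 genes from their median over the 12 males was taken, minus the same mean over 2005 genes with a stated autosome. It was 0.55 ± 0.03 (SD, n = 3) in *MxD*, 0.11 ± 0.13 in *MxM*, -0.08 ± 0.05 in *DxD* and -0.17 ± 0.06 in *DxM*. The *MxD* males were 0.60 above the 9 fertile males (two-sided exact permutation test, p = 0.0091, the smallest that 220 splits give when the smaller tail is doubled). The difference from *MxM*, which has the same X chromosome, was 0.44. Against 1 fertile genotype at a time, 3 males against 3 cannot go below p = 0.10, and each of the 3 comparisons gave p = 0.10 in the exact permutation test. Because the genes were selected for higher expression in these *MxD* males, this test is circular, and it does not measure the other genes of the X chromosome. From the distribution of the 32 genes across most of the X chromosome, together with the deviation of all expressed genes per chromosome (Figure 5), the paper concludes that higher X-linked expression in sterile *MxD* males is chromosome-wide.

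**Figure D2:**
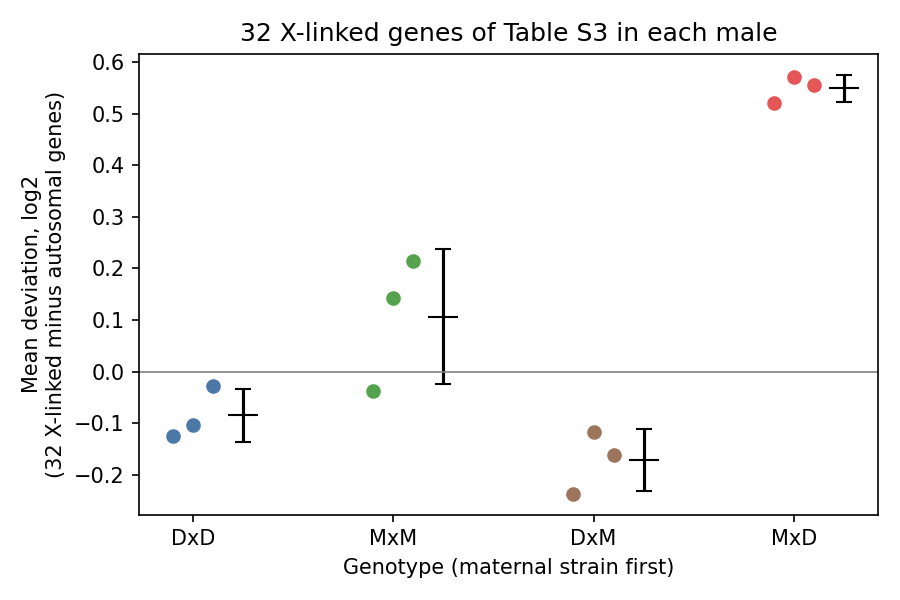
Mean log2 deviation of the 32 X-linked genes minus that of the autosomal genes (vertical axis) in each of the 12 males, by genotype (horizontal axis). Points are males, and bars beside them give the mean and SD of 3 males. The 3 MxD males lie between 0.52 and 0.57 and the 9 fertile males between -0.24 and 0.21.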

Second, over-expression of the *MxD* X chromosome was also apparent when considering the per chromosome deviation of all 6,998 expressed genes (Figure 5). Genes on the X chromosome of the sterile *MxD* mice showed a mean increase of 17% compared to the per gene median expression level across all males (Figure 5A). In each of the six pairwise comparisons, the distribution of expression differences was significantly different between the X chromosome and the pooled autosomes (Figure 5B). However, the two chromosomal groups were similar and centered near zero for the three comparisons between fertile genotypes (Figure 5B, top panel), while the three contrasts involving sterile males all showed a dramatic shift towards higher X-linked expression in sterile *MxD* males (Figure 5B, bottom panel).

**Figure 5:**
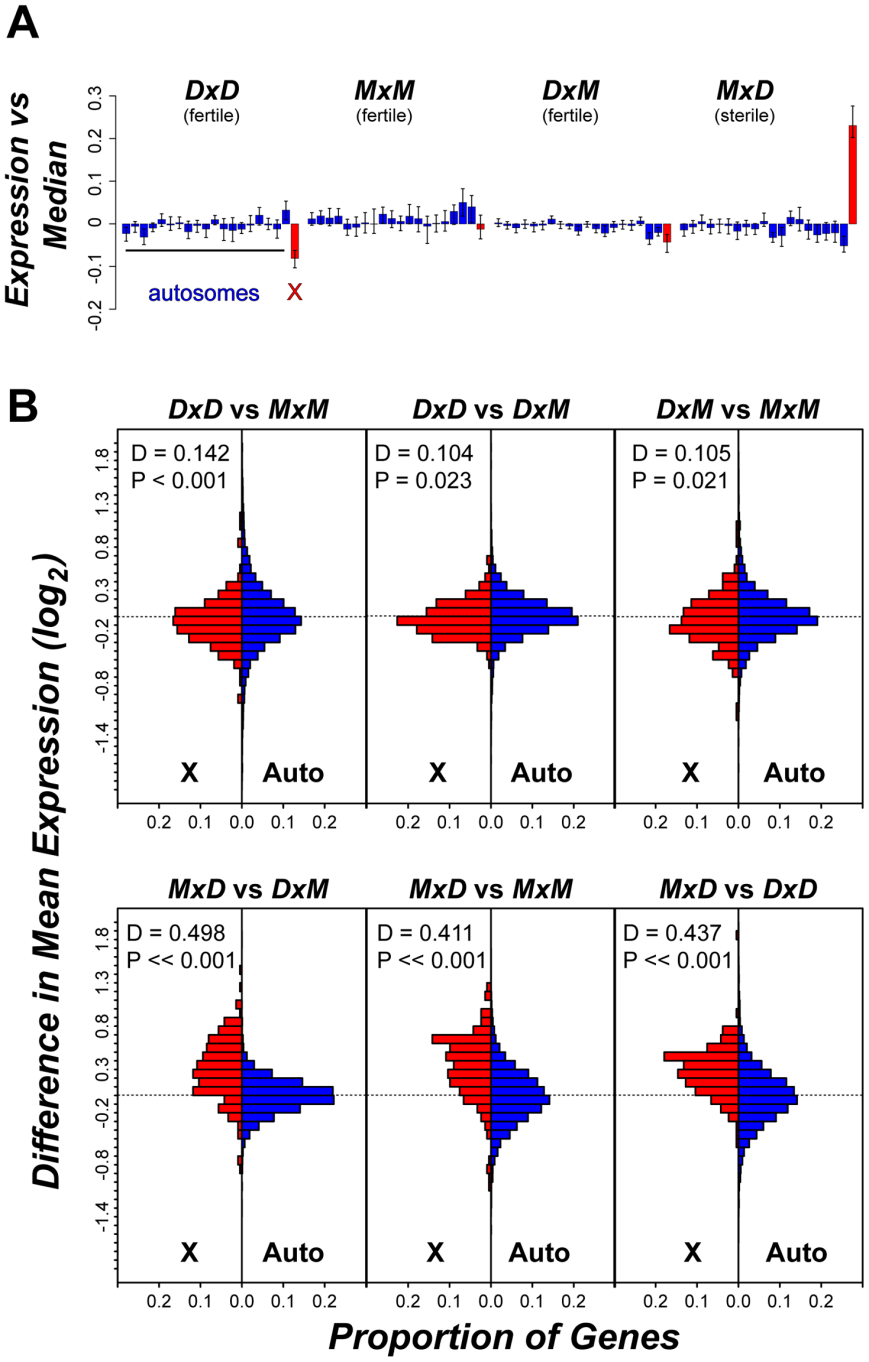
Over-expression of the X chromosome in sterile *MxD* hybrid mice. (A) Average per chromosome deviation (log_2_ scale) for each genotype versus the median per gene expression across all 12 males. The 19 autosomes (blue) are presented sequentially with the X chromosome (red). (B) Distribution of pairwise expression differences for the X chromosome versus the autosomes. For each pairwise comparison, the proportional distribution of gene-by-gene differences in mean expression (log_2_) is shown for the X chromosome (red) and the autosomes (blue) with results from a Kolmogorov-Smirnoff test.

The observed over-expression of the X chromosome was also not merely a consequence of probe-induced artifacts. Higher expression of the X chromosome in sterile *MxD* mice is opposite of what would be expected if our results were strongly influenced by reduced probe affinity due to divergence from the *M. domesticus*-derived microarray, because the X chromosome in the sterile males is of *M. musculus* origin. More specifically, the fertile *MxM* mice and the sterile *MxD* mice share the same hemizygous *M. musculus* X chromosome and thus can be used to further evaluate X-linked expression on con- and heterospecific F_1_ backgrounds, independent of X-linked probe effects. A recent study [39] provided a detailed account of cell type specific expression patterns on the X chromosome, which is independent of the testis cell type associations we used above [53]. This work identified five general patterns of X-linked spermatogenic expression in mice: (1) expressed primarily in mitotic cells and repressed in meiotic and postmeiotic cells; (2) expressed in mitotic cells, repressed in meiotic cells, and expressed in postmeiotic cells; (3) expressed primarily in postmeiotic cells; (4) variable expression; (5) repressed in all cells. Associating these X-specific expression groups with our testis expression data from *MxM* and *MxD* males, we again found that most genes (154 of 180) showed higher average expression on the *M. musculus* X chromosome of *MxD* males, including 27 of 31 genes expressed primarily in postmeiotic cells (Figure S3). 

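Of the 2005 autosomal genes whose chromosome is stated in the rows of Table S1 used here or in Table S3, 1037 or 51.7% had a lower mean in *MxD* than in *MxM* and 968 a higher one. The median difference was -0.02 on the log2 scale. The direction depended on the genes included, since without the dimmest 25% of genes 49.7% were lower in *MxD*. With arrays centred on their autosomal median the share was 53.8%, and it was 54.2% without *MxM* replicate 1 and 50.9% without *MxM* replicate 3.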

The strong tendency for X-linked genes to show higher expression in *MxD* males is in contrast to the slight bias (52% of genes) in the opposite direction for autosomal genes in this pairwise comparison.

By incorporating a detailed understanding of the sterility phenotype with information on the progression of gene expression during spermatogenesis, we were able to establish a striking association between F_1_ sterility and mis-regulation of the X chromosome that appears to be independent of differences in the cellular composition of the testis of sterile and fertile mice. The large role of the X chromosome also does not appear to be a direct consequence of greater evolutionary divergence for X-linked gene expression because X chromosome expression appears exceptionally conserved between species (Figure 2). Finally, the large role of the X chromosome inferred from this study is consistent with previous mapping results using these same strains, which showed that many loci distributed along the entire *M. musculus* X chromosome play an important role in hybrid male sterility [47]. Therefore, these data support the hypothesis that spermatogenic gene regulation on the X chromosome is particularly sensitive to incompatible interactions between the divergent genomes of *M. musculus* and *M. domesticus.* With the current data, we cannot determine whether higher expression of the X chromosome results from a failure of MSCI or abnormally high postmeiotic transcription. However, we did not observe a pachytene arrest during meiosis I [44] as might be expected given a complete failure of MSCI. Additional fine-scale examination of transcription on the X chromosome during the developmental progression of spermatogenesis should help resolve the exact timing and mechanism underlying this pattern.

### X-inactivation, mis-expressed autosomal genes, and epigenetic regulation

Intrinsic hybrid incompatibilities typically arise due to epistatic interactions among divergent genes [7]–[9]. In our experiment, over-expression of the X chromosome only occurred on the *MxD* hybrid genomic background and thus likely involves one or more epistatic interactions between the *M. musculus* X chromosome and loci on the *M. domesticus* Y and/or the autosomes. Differences in the cellular composition of the testes of sterile and fertile mice may mask many differentially expressed autosomal transcripts between the sterile and fertile mice. Nevertheless, inspection of the 13 autosomal sterility-correlated genes with expression patterns that should be robust to differences in cellular composition (Figure 4; Table S3) revealed two compelling candidates for genes contributing to regulatory incompatibilities. 

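Of the 13 autosomal genes, 9 are mitotic genes with lower expression in *MxD* and 4 are postmeiotic genes with higher expression. The mitotic genes were lower in *MxD* than in *DxM* by a mean log2 difference of -0.29, and 4 of the 9 passed Benjamini-Hochberg adjustment over all 7000 genes in all 3 limma contrasts, or 6 of the 9 with the replicate number as a block. The largest mean difference among them was that of Usp48 on chromosome 4 (ENSMUSG00000043411, start 137149667), at 7.52 ± 0.04 (SD, n = 3) in *MxD* against 7.83 ± 0.06 in *DxM*, 7.87 ± 0.04 in *DxD* and 7.98 ± 0.07 in *MxM*. Of the 4 postmeiotic genes, 1 passed in all 3 contrasts, with or without the block. This was Spinlw1 on chromosome 2 (ENSMUSG00000017733, start 164413843), at 9.43 ± 0.08 in *MxD* against 8.96 ± 0.02 in *DxM*, with a limma adjusted p of 0.0071. Cyp17a1 on chromosome 19 (ENSMUSG00000003555, start 46741676) had the largest difference, at 11.2 ± 0.06 in *MxD* and 10.6 ± 0.14 in *DxM*. Its spread was 0.41 in *DxD* and 0.63 in *MxM*, and the limma adjusted p between the hybrids was 0.18.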

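Dnmt3a (ENSMUSG00000020661) starts at 3806980 on chromosome 12 of NCBI build 37. Its log2 expression was 5.03 ± 0.07 (SD, n = 3) in *MxD*, 5.24 ± 0.02 in *DxM*, 5.34 ± 0.02 in *DxD* and 5.34 ± 0.05 in *MxM*, and each *MxD* male was below all 9 fertile males. The log2 difference of *MxD* was -0.31 from *DxD* (standard error 0.06, limma adjusted p = 0.0032) and -0.30 from *MxM* (standard error 0.06, limma adjusted p = 0.0038). From *DxM* it was -0.21 (standard error 0.06), which did not pass Benjamini-Hochberg adjustment at 5% over 7000 genes (limma adjusted p = 0.065). With the replicate number as a block the limma adjusted p of that difference was 0.022, and over the 22 alternatives tried the adjusted p from limma or the methods' test ranged from 0.0185 to 0.276. The methods' t-test with unequal variances gave unadjusted values of 0.021 against *DxM*, 0.010 against *DxD* and 0.0040 against *MxM*, and none of the 3 passed Benjamini-Hochberg adjustment.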

First, *DNA methyltransferase 3A* (*Dnmt3a*) showed significantly reduced expression in sterile *MxD* males versus all three fertile genotypes (all P<0.021). *Dnmt3a* is essential for *de novo* DNA methylation [61] and conditional knockouts of *Dnmt3a* cause complete spermatogenic arrest characterized by a failure of germ cells to develop past round spermatids [62]. Under-expression of *Dnmt3a*, given its general role as a repressor of transcription via DNA methylation, and the global over-expression of X chromosome in our sterile mice (Figure 5), together raise the possibility of a direct connection between *Dnmt3a* and the failure of MSCI or PMSR. *Dnmt3a* is a direct negative regulator of *Xist* [63], which is required for X-inactivation in females [64]. In males, *Xist* is exclusively expressed in testis coincident with the onset of MSCI [65]. However, MSCI proceeds normally in males with a disrupted copy of *Xist* [66], suggesting X-inactivation proceeds through sex-specific mechanisms [41]. Thus, while *Dnmt3a* is essential for spermatogenesis, its underlying role in MSCI and PMSR remains unresolved.

Second, the transcription factor *Brwd1* (Bromodomain and WD repeat domain containing 1) also showed significantly reduced expression in sterile hybrid *MxD* males versus the three other fertile genotypes (all P<0.005). 

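Brwd1 (ENSMUSG00000022914) starts at 96214056 on chromosome 16 of NCBI build 37. Its log2 expression was 6.25 ± 0.03 (SD, n = 3) in *MxD*, 6.52 ± 0.03 in *DxM*, 6.73 ± 0.06 in *DxD* and 6.54 ± 0.05 in *MxM*, with no overlap between the *MxD* and the fertile males. The log2 difference of *MxD* was -0.48 from *DxD* (standard error 0.06, limma adjusted p = 2.2e-04), -0.29 from *MxM* (limma adjusted p = 0.0046) and -0.27 from *DxM* (limma adjusted p = 0.022). Leaving out any 1 *DxM* male, or *MxD* replicate 1 or 3, raised the last of these above 5%, with limma adjusted p-values from 0.055 to 0.086. Over the 22 alternatives tried its adjusted p from limma or the methods' test ranged from 0.0080 to 0.149, and it was above 5% in 9 of them. The direction was the same in all 22.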

*Brwd1* is thought to influence transcriptional regulation and chromatin remodeling during spermatogenesis and oogenesis [67]. Mice homozygous for a null mutant of *Brwd1* show both male and female sterility [67]. In testis, *Brwd1* is most highly expressed in spermatogonia [53], yet disruption of *Brwd1* in males results primarily in postmeiotic disruption of spermatogenesis, including dramatic reduction in postmeiotic spermatocytes, low epididymal sperm counts, abnormal sperm head morphology, and poor motility [67]. These phenotypes are qualitatively similar to those found in both sterile *MxD* males (Figure 1; [44]) and male-sterile strains of *M. domesticus* (LEWES) consomic for portions of the *M. musculus* (PWK) X chromosome [47].

In addition to *Dnmt3a* and *Brwd1,* a histone methyltransferase gene on chromosome 17, *Prdm9*, was recently determined to be involved in hybrid male sterility between *M. musculus* and *M. domesticus* [50], marking the first discovery of a hybrid sterility locus in a vertebrate. *Prdm9* expression was not detected in any of the males in our experiment, suggesting expression levels were beyond the limits of microarray detection. Nevertheless, *Prdm9* warrants further consideration in the context of abnormal F_1_ gene expression. Null mutants of *Prdm9* disrupt homologous chromosome pairing and sex body formation during meiosis, resulting in male and female sterility [51]. Crosses between female *M. musculus* (PWD) and male C57BL/B6 (a laboratory strain predominantly of *M. domesticus* origin [54]) result in complete meiotic arrest of hybrid males due to an epistatic interaction between *Prdm9* and multiple unidentified autosomal and X-linked factors [46], [68]. However, genotypic data suggest that *Prdm9* is not involved in hybrid sterility in our experiment. *Prdm9* is polymorphic for fertile and sterile alleles in laboratory strains of mice (i.e., ∼*M. domesticus*), and hybrid sterility only ensues when both sterility alleles are present [31]. The only protein-coding difference between sterile and fertile *M. domesticus Prdm9* alleles is variation in the number of C-terminal C_2_H_2_ zinc-finger repeats [50]. We found that fertility-associated *Prdm9* length variants also segregate between wild-derived strains of *M. domesticus* (LEWES, fertile allele; WSB, sterile allele) yet both of these strains produce sterile hybrid males with largely postmeiotic abnormalities when crossed with female *M. musculus* (PWK) [44]. Moreover, the sterile *MxD* males carry the *Prdm9* length variant associated with fertility. Thus, if *Prdm9* was involved in sterility of *MxD* males, it would require different allelic combinations than previously described [50].

### The role of X-inactivation and epigenetic gene regulation in the evolution of hybrid male sterility

The global patterns we have described argue that disruption of gene regulation plays an important role in house mouse speciation. Several lines of evidence suggest that the X chromosome plays a large role in reproductive isolation in house mice, and that the genetic basis of this isolation is reasonably complex [47]. Three studies have attempted to dissect the genetic basis of hybrid sterility through introgression of the *M. musculus* X chromosome on to largely *M. domesticus* genomic backgrounds [46], [47], [69]. All three studies identified multiple QTL of large effect associated with male sterility spanning the X chromosome, but finer-scale localization of individual loci has thus far proven elusive. Interestingly, previous crosses with these same strains revealed a near additive effect of many loci along the entire X chromosome contributing to hybrid male sterility [47]. That observation, together with the genomic distribution of expression differences presented here, raises the possibility that sterility in these mice largely reflects the effects of disrupted transcriptional regulation of the X chromosome on a hybrid genomic background. This hypothesis predicts that the *M. musculus* X chromosome contains regulatory sequences along much of its length that do not interact properly with one or more *M. domesticus* autosomal loci. Chromosome-wide disruption of epigenetic silencing could also help explain an overall reduction in X-linked relative to autosomal gene flow between *M. musculus* X and *M. domesticus* observed in the European hybrid zone [70]–[73].

The X chromosome often plays a central role in speciation but the evolutionary basis for this has remained unclear. Several hypotheses, including faster evolution of the X chromosome [18] and an inherent sensitivity of spermatogenesis to disruption of X-linked gene regulation [30], [31], have been proposed to explain this phenomenon [32]. Our data provide empirical support for a regulatory basis to speciation in house mice and establish the importance of transcriptional regulation of the X chromosome in the evolution of hybrid male sterility, as originally proposed over 35 years ago [30]. Failure of MSCI may also play an important role in *Drosophila* speciation [32], where the X chromosome is enriched for over-expressed transcripts in testis of some sterile males [4]. In mammals, MSCI has long been argued as a critical check-point in male meiosis [74], [75] and failure of X-inactivation has been suggested to be an important cause of male sterility in humans and mice [41], [75]. In turn, disruption of X-inactivation may also prove to be an important mechanism contributing to two of the most general patterns in speciation genetics: Haldane's rule [11] and the disproportionately large effect of the X chromosome in hybrid male sterility [7], [17].

## Methods

### Ethics statement

Mice were maintained at the University of Arizona Central Animal Facility following Institutional Animal Care and Use Committee (IACUC) regulations.

### Strains, animal husbandry, and male reproductive phenotypes

All breeding colonies were established using individuals purchased from the Jackson Laboratory (Bar Harbor, ME). LEWES/EiJ and WSB/EiJ were originally derived from natural populations of *M. domesticus* in eastern North America and the *M. musculus* strains CZECHII/EiJ and PWK/PhJ were isolated from different localities within the Czech Republic. After weaning, male offspring were housed in sibling groups until 40 days postpartum, and then caged singly until being sacrificed at 60 days old. We collected data for several male reproductive phenotypes including testis weight, sperm count, sperm motility, seminal vesicle weight, testis histology, and fecundity. A detailed description of these data, including experimental protocols, has been published previously [44].

### Sample preparation and microarray processing

Immediately after males were euthanized, testes were dissected and cross-sectioned, placed in RNA*later* (Ambion, Inc., Austin, TX), and archived at −80C. We extracted total RNA from whole testis using an RNeasy Midi kit (QIAGEN Inc., Valencia, CA). RNA sample quality and quantification was determined with an RNA Nano LabChip on an Agilent Bioanalyzer 2100 (Santa Clara, CA). Only samples with an RNA integrity number of 10 were used. Biotinylated complementary DNA was generated from 5 µg of total RNA and hybridized to the Affymetrix Mouse Genome 430 2.0 array (Santa Clara, CA). Sample quality control and microarray processing was performed following the manufacturer's instructions by the Genomics Shared Service at the University of Arizona. In order to estimate the between chip experimental variability, we followed the standard protocol of spiking in transcripts for three genes from the biotin synthesis pathway in *E. coli* (BioB, BioC, BioD) and one transcript from the recombinase gene from bacteriophage P1 (cre) as hybridization controls. For all of these transcripts there were two probe sets present on the array platform that we used - except for the BioB gene, which was targeted with three probe sets. This results in nine probesets for which we could evaluate the effect of hybridization onto different slides. The average Pearson correlation between the 12 microarray experiments of the signals from these nine probesets was observed to be very high (97.09%) and ranged between 93.76% and 99.99%.

### Analysis of expression data

Updated transcript definitions can improve both the precision and accuracy of microarray data [76]. We used chip description files [77] downloaded from BRAINARRAY (version 11; http://brainarray.mbni.med.umich.edu). All data processing and analysis was conducted using *R* [78]. The 430 2.0 array was designed from the laboratory mouse genome, which is primarily derived from *M. domesticus* [54]. We used two approaches to help avoid systematic errors associated with this bias. First, data analysis was performed using probe logarithmic intensity error estimation (PLIER) on the signal intensity measurements as implemented with the justPlier function in BioConductor [79]. The PLIER algorithm is a model-based signal estimator that dynamically weights the probe signal intensity data using empirical probe performance. Each of the 6,998 genes was targeted with an average of 17 probes (range: 7–108). We used the PLIER algorithm to summarize the signals of these probes in order to obtain a robust gene level expression measurement. Second, we only considered genes with significantly detectable expression in all 12 individuals. A gene was considered expressed in an individual if the perfect match signal was significantly higher than the mismatch signal (Wilcoxon signed rank tests; P*<*0.01). Expression values were then quantile normalized to facilitate comparison across chips.

The primary goals of our experiment were to identify global patterns of testis gene expression with respect to (1) evolutionary divergence between *M. musculus* and *M. domesticus* and (2) divergence between sterile and fertile mice. To identify expression differences between species (*DxD* versus *MxM*), we first identified all genes with significantly different expression between groups based on gene-by-gene Student's t-tests (P<0.05), excluding genes with no variation between individuals. We then estimated the t-test p-value corresponding to an FDR of 5%, as implemented with fdrtool [80], to evaluate the robustness of all global patterns inferred from this pairwise contrast to multiple comparisons. Next we employed a hierarchical approach to define a conservative set of sterility-correlated genes. We first identified all genes with significantly different expression between groups based on gene-by-gene Student's t-tests (P<0.05) in each of the three possible pairwise comparisons between fertile genotypes (*MxM*, *DxD*, *DxM*) and the *MxD* sterile F_1_ hybrid mice. To estimate the FDR of these individual pairwise contrasts, we performed all ten possible sample-label permutations of each pairwise comparison to derive an empirical distribution of significant outcomes under the null hypothesis of no differences between the groups [81]. The FDR was then calculated as the ratio of the median number of significant outcomes in our permutations to the observed number of significant outcomes at a 5% cutoff. The estimated FDR's for individual pairwise comparisons in this study (3.2%–19.3%; see Results) are comparable to those in other studies [82], [83] and indicate that the results of the individual pairwise contrasts are not dominated by type I error. Nonetheless, because of the potential for false discovery of individual genes, we emphasize global patterns of expression difference with respect to genomic location rather than focusing on individual genes. To further reduce the FDR, we also restricted our focus to genes that were significantly different between the reciprocal hybrids and at least one of the parental lines. While direct estimation of the FDR for this hierarchically-defined set is complicated by non-independence of partially overlapping comparisons, this set of genes should be much more conservative than the three individual pairwise comparisons with respect to false positives associated with male sterility. Finally, we repeated all analyses using more stringent definitions of sterility-correlated and a more conservative threshold for our gene-by-gene t-tests (P<0.01, estimated FDR 0.5–7.5%) and observed the same global patterns with respect to expression divergence on the X chromosome.

To evaluate our data in the context of up- versus down-regulation of genes in sterile males we binned sterility-correlated genes into three groups: genes with higher mean expression in sterile *MxD* mice versus the mean expression of each of the three fertile genotypes, genes with lower expression in sterile mice, or genes where sterile mice showed intermediate levels of expression.

### Gene set enrichment analysis

To determine if differentially expressed genes were randomly distributed across the genome we performed chromosome-wise hypergeometric tests with Bonferroni correction for multiple hypothesis testing. Gene annotation was based on Ensembl version 52 of NCBI build 37 of the mouse genome. Of the 6,998 expressed genes in our analysis, 6,882 were annotated as protein-coding genes, 13 as pseudogenes, two as retrotransposed genes, and one small nucleolar RNA.

We used the GermOnline Systems database [84] to associate genes with particular testis cell types. These cell type associations derive from a series of microarray experiments on enriched cell populations [53] and denote in which testis cell population [somatic (Sertoli cells), mitotic (spermatogonia), meiotic (spermatocytes), or postmeiotic (round spermatids) cells] a given gene showed the greatest level of induction in and is not necessarily indicative of cell type specific expression. We also used additional expression data [39] to provide a second, more detailed account of cell type specific expression patterns on the X chromosome. Using microarray analysis of enriched cell populations, X-linked genes were classified into five expression groups: group A - expressed in mitotic cells (A and B spermatogonia) and repressed in meiotic (pachytene spermatocytes) and postmeiotic cells (round spermatids); group B - expressed in mitotic cells, repressed in meiotic cells, and expressed in postmeiotic cells; group C - expressed in postmeiotic cells; group D - variable expression; group E - repressed in all cells. Genes with variable expression (group D) comprise a very small subset of X-linked genes [39] and were not included in our analysis. Bonferroni-corrected binomial tests were used to determine if subsets of genes were randomly distributed with respect to cell types. Because gene expression on X chromosome is non-random with respect to cell type (Table S2), expectations were generated independently for the X chromosome and the autosomes and were based on the observed distributions of the total number of expressed genes in a given cell type.

### Molecular evolutionary analysis

We analyzed all one-to-one orthologs between mouse and rat using Ensembl annotation version 48 (www.ensembl.org; NCBI mouse build 37). Rates of protein evolution were calculated based on the number of nonsynonymous substitutions per nonsynonymous site (*dN*) normalized by the number of synonymous substitutions per synonymous site (*dS*), as previously reported [85].

### Genotyping of *Prdm9*

The critical region of *Prdm9* occurs in the C terminus, and the sterility phenotype correlates with alternative numbers of C_2_H_2_ repeats [50]. This region was targeted using published primers [50] centered around chromosome 17 position 15,249,000 (NCBI m36 mouse genome assembly). Ten pmol of each primer was combined with 5 nmol dNTP, 50 nmol MgCl_2_, BioRad Platinum taq polymerase, buffer, and water to 25 µL, and run for 35 cycles of: 94 C 20 sec, 57.5 C 20 sec, 68 C 90 sec. The classical inbred strains C57BL/6J (sterile allele, 12 C_2_H_2_ repeats) and C3H (fertile allele, 13 C_2_H_2_ repeats) were included as controls. PCR products were scored on a 2% agarose gel.

### Data deposition

The expression data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GSE17684).

## Supporting Information

Figure S1 Chromosomal distribution of sterility-correlated genes. The observed versus expected distribution of the 902 sterility-correlated genes is given for each chromosome. Only the X chromosome (red) showed a significant deviation (Bonferroni-corrected P<0.0001; 81 observed versus 27.3 expected) based on chromosome-wise hypergeometric tests.
(0.14 MB TIF) Click here for additional data file.

Figure S2 Overlap and chromosomal distribution of expression differences between sterile and fertile mice based on pairwise t-tests (P<0.01). (A) The Venn diagram gives the numbers of genes with significantly different expression for the three pairwise contrasts between sterile *MxD* mice and the three fertile mouse genotypes (*DxM*, *MxM*, *DxD*). The estimated FDR for each comparison is given in parentheses and was determined with permutation. There were 226 genes that were significantly different between the reciprocal hybrids and at least one of the parental lines (gray shading). 

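At an unadjusted p under 0.01, 670 genes met the definition by limma, with 277 higher, 299 lower and 94 intermediate in *MxD*. With the replicate number as a block the count was 1177, and without *MxD* replicate 3 it was 402. The methods' t-test with unequal variances gave 226 genes at this threshold, of which 103 were higher, 90 lower and 33 intermediate. The false discovery rate from the 10 label permutations of that test was 0.54% for *MxD* against *DxD*, 3.31% against *MxM* and 7.51% against *DxM*.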

(B) The observed versus expected chromosomal distribution of the 226 sterility-correlated genes. Only the X chromosome (red) showed a significant deviation (Bonferroni-corrected P≪0.0001; 46 observed versus 6.8 expected) based on chromosome-wise hypergeometric tests.
(0.32 MB TIF) Click here for additional data file.

Figure S3 X chromosome expression in fertile *MxM* and sterile *MxD* hybrid mice across spermatogenic cell types. The number of genes with higher average expression in *MxD* versus *MxM* males across four general patterns of X-linked spermatogenic expression in mice [30] (see text for details). Genes with variable expression (group D) were not included in this analysis. M =  mitotic expression, PM =  postmeiotic expression. (*) Denotes a significant deviation from the binomial expectation of equal proportions (all P<0.0001). For comparison, the same contrast is provided for all expressed autosomal genes.
(0.12 MB TIF) Click here for additional data file.

Table S1 Expression data for all 6,998 testis expressed genes.
(2.98 MB XLS) Click here for additional data file.

Table S2 Non-random cell type distribution of X-linked genes expressed during spermatogenesis. The X chromosome shows a significant excess of mitotic genes and no meiotic genes.
(0.03 MB DOC) Click here for additional data file.

Table S3 Forty-five sterility-correlated genes.
(0.04 MB XLS) Click here for additional data file.

# Supplementary material for: Widespread Over-Expression of the X Chromosome in Sterile F1 Hybrid Mice
**Source:** PLoS Genet. 2010 Sep 30;6(9):e1001148. doi: 10.1371/journal.pgen.1001148
**Supplement:** Table S2 — Non-random cell type distribution of X-linked genes expressed during spermatogenesis. The X chromosome shows a significant excess of mitotic genes and no meiotic genes. (0.03 MB DOC)

**Table S2**. Non-random cell type distribution of X-linked genes expressed during spermatogenesis. The X chromosome shows a significant excess of mitotic genes and no meiotic genes.

|  | Observed1 | Expected2 | P |
| --- | --- | --- | --- |
| Somatic | 31 | 21.8 | 0.1582 |
| Mitotic | 94 | 56.7 | <0.0001 |
| Meiotic | 0 | 55.4 | <0.0001 |
| Postmeiotic | 48 | 39.0 | 0.4857 |

1Represents a subset of the 212 X-linked genes expressed in testis that could be associated with particular cell types.

2Expectations were generated based on the observed distributions of expressed genes in a given cell type and tested with a Bonferroni-corrected binomial distribution.

How the deposited data were processed for this re-analysis (not part of the article)

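Expression was measured in whole testis of 12 males aged 60 days, 3 from each of the 4 genotypes *DxD*, *MxM*, *DxM* and *MxD*, with 1 Affymetrix Mouse Genome 430 2.0 array per male. According to the methods, the authors summarised probes per Ensembl gene with PLIER and BRAINARRAY chip description files (version 11), kept genes detected in all 12 males and quantile normalized the arrays. The log2 values were used as deposited by the authors. They cover 7000 genes, where the paper gives 6998 in Table S1, and all per-sample columns were used. Gene positions are those of Table S1 and Table S3, for which the paper gives Ensembl version 52 and NCBI build 37. Arrays carry no read depth, and their number limits the precision.

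Each sample's genotype was checked against Table S1, of which the first 1997 of the 6998 rows were used. Values of same-named males differed by at most 5.0e-05. The chromosome of a gene is therefore stated for 2005 autosomal genes and for 32 X-linked genes, the latter all from Table S3. Results that need every X-linked gene were left out for this reason, and cell types were only counted.

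Genes were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient per genotype and a spread shared over the 4 genotypes. All limma tests were two-sided. Differences between *DxD* and *MxM* and between each hybrid and the mean of *DxD* and *MxM* (called the mid-parent value here) were called after Benjamini-Hochberg adjustment at 5%. The *DxD* and *MxM* males are not the parents of the hybrids. They share LEWES/EiJ and PWK/PhJ with them, and their other strains, WSB/EiJ and CZECHII/EiJ, are not in the hybrids. Mid-parent differences were adjusted over all 7000 genes and then counted among autosomal genes, although adjustment over autosomal genes alone had been planned. The contrasts of *MxD* with the fertile genotypes were called at an unadjusted p under 0.05, the paper's threshold, with the adjusted counts beside them. Sterility-correlated genes followed the paper's definition. The overlap between contrasts expected with no effect came from 100 data sets simulated without differences between genotypes. The false discovery rate was estimated with the 10 label permutations that the methods describe. The X-linked deviation of a male was the mean over the 32 X-linked genes of its log2 value minus the median over 12 males, minus the same mean over autosomal genes, and it was compared between genotypes with exact permutation tests.

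The alternatives were the methods' t-test with unequal and with equal variances, fits of only the 2 genotypes compared, the replicate number as a block, limma with a trend and robust prior, removal of the dimmest 25% of genes, repeated quantile normalization, arrays centred on their autosomal median, other thresholds, and each male left out in turn. A further 6 settings were added after seeing the data. They are the methods' t-test with unequal variances at p thresholds of 0.05, 0.02364 and 0.01, replicate 1 against the other replicates as a block, all replicate 1 arrays left out, and genes far lower in *MxM* replicate 3 left out. The alternatives were also applied, after seeing the data, to the count of sterility-correlated genes at p under 0.01 and, where they can change it, to the share of autosomal genes lower in *MxD* than in *MxM*.

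The replicate numbers were checked for pairing by correlating, across genes, the deviations of same-numbered males from their genotype means. The correlations were 0.568 to 0.756 for replicate 1, 0.0744 to 0.565 for replicate 2 and -0.0511 to 0.446 for replicate 3. All were above 0.1, the limit set for this check, between *MxD* and each fertile genotype. Deviations from a genotype mean cancel out, so a shift shared by the replicate 1 males also raises the correlations of replicates 2 and 3. The values show replicate 1 standing apart, and cannot show that the males of replicates 2 and 3 are matched. The tests kept the planned fit without a block, and blocked values are given where they change a call or move a count by over 1.5 times. Between *DxD* and *MxM* the lowest was 0.0744. Any pairing is inferred from these values alone, and the paper's text does not say what the numbers mark.

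Genes that could be named in the text were those the paper names, with values for at most the 5 genes with the largest and the 2 with the smallest mean *MxD* difference in each class of Table S3, and the 2 or 3 genes with the largest difference in each direction among those past the adjusted threshold whose groups did not overlap. Values are given for only part of these genes. The procedure was tested on simulated data with 7000 genes of which 200 changed. It recovered 96% to 97.5% of changes of 1 log2 unit and 62% to 73% of changes of 0.5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.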

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

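The tests on *MxM* replicate 3 and on its part in the mid-parent result were chosen only after the results were seen, and the count of other splits of the males was planned.

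*MxM* replicate 3 lay far from the other fertile males in 1 of 5 measures compared over the 9 fertile males. In this male 131 genes were at least 1 log2 unit below every other male, where the next highest count was 4, in *MxM* replicate 1. The gap was 0.969 of the range, above the 95% critical value of Dixon's test, which chance passes in about 5% of groups. This measure and its limit of 1 log2 unit were chosen after the male had drawn attention, so the test is not independent of the pattern. Of the other 4 measures none passed the critical value, and 1 of them was 0 in every male. In the 131 genes the median difference from the other *MxM* males was -1.99. Noise of dim genes is argued against by their median of 8.73 in the other 11 males, where all genes had 8.13, and 9 of them were among the dimmest 25% of genes. A swap with a male of another of the 4 genotypes is argued against by the remaining genes. Among those that differed between genotypes in a limma fit without this male, it was nearest to the mean of the other *MxM* males in 44.2% and nearest to any other genotype in at most 21.9%, and in the same test each of the other 11 males was also nearest to its own genotype most often. Loss of 1 chromosome region is argued against because 9, 13, 4 and 7 of the genes lay on chromosomes 1, 2, 3 and 4. The axis that separates replicate 1 from the other replicates stays open. Across the remaining genes, *MxM* replicate 3 minus replicate 2 correlated with the replicate 1 effect of the other genotypes at -0.274, but the same difference gave 0.44 in *DxM*, -0.15 in *DxD* and -0.07 in *MxD*. Of the 131 genes, 80.2% had a positive replicate 1 effect in the other genotypes, against 46.1% of the remaining genes, while the correlation within the 131 was 0.0066. This test was redefined after a first form with *MxM* replicate 1 in the reference had given -0.532, because that form builds part of the correlation in. A fault of this array or a swap with a male outside the study was not tested and also stays open, and no biological explanation was tested. Of the 131 genes, 15 were called between *DxD* and *MxM*, 0 were sterility-correlated by limma at an unadjusted p under 0.05, and 0 are in Table S3.

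In the fertile hybrid *DxM*, 89 of 2005 autosomal genes with a stated chromosome were off the mid-parent value, the mean of *DxD* and *MxM*, by limma after Benjamini-Hochberg adjustment, a comparison that the paper does not report. Of these, 31 were above and 58 below, and 69 lay outside the means of both *DxD* and *MxM*. These males are not the parents of the hybrid, since *DxD* also carries WSB/EiJ and *MxM* also CZECHII/EiJ, so strain differences within each species put genes off this value too. At an unadjusted p under 0.05 there were 370. Among 100 splits of the 9 males, 3 gave as many genes, the real split included. Splits that put males of different genotypes in 1 group widen the spread and lower the count. The real split is therefore favoured in any case, and this share cannot exclude a chance split. ENSMUSG00000027827 on chromosome 3 fell by 1.89 on the log2 scale from the mid-parent value (standard error 0.08, limma adjusted p = 1.2e-07) and ENSMUSG00000003644 on chromosome 4 was 0.86 above it (standard error 0.12, limma adjusted p = 0.0017). The genes far lower in *MxM* replicate 3 are argued against as the source, since without that male 124 genes were called and only 1 of the 89 is among those genes. The count was 57 without *DxD* replicate 2, 56 without *DxD* replicate 3, and 47, 46 and 43 without *DxM* replicates 1, 2 and 3, and it was 236 with the replicate number as a block. Differences between strains within each species, in probe binding and in testis cell composition were not tested and stay open, as does an effect of the hybrid genotype.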

How the results depend on the processing

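The methods' t-test with unequal variances at p thresholds of 0.05, 0.02364 and 0.01, the block of replicate 1 against the others, the removal of all replicate 1 arrays, the removal of genes far lower in *MxM* replicate 3, and every alternative for sterility-correlated genes at p under 0.01 and for the autosomal share lower in *MxD* than in *MxM* were tests chosen only after the results were seen. The remaining alternatives given here for the other results were chosen before the data were examined.

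The share of autosomal genes lower in *MxD* than in *MxM* reversed without the dimmest 25% of genes, to 49.7%. With arrays centred on their autosomal median it was 53.8%, and with each *MxM* or *MxD* male left out it ran from 50.9% without *MxM* replicate 3 to 54.2% without *MxM* replicate 1. No sign reversed for the X-linked deviation or for the differences of Dnmt3a and Brwd1. The counts between *MxD* and *DxD* stayed within 1.5 times under all 24 alternatives, from 2170 to 3741, and the count of Table S3 genes that met the definition stayed between 41 and 45 under all 22. The causes of the changes that follow were not tested, except where stated.

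With the methods' t-test with unequal variances, 468 genes were species-divergent and 58.3% of them were higher in *MxM*. The same test gave 1686 genes between *MxD* and *MxM*, 903 sterility-correlated genes, 397 different in all 3 sterile contrasts and 181 of these in none among the fertile genotypes. With equal variances there were 1377 species-divergent genes, 2001 genes between *MxD* and *MxM*, and 224 different in all 3 sterile contrasts and in none among the fertile genotypes. With p under 0.02364 the unequal form gave 1435 species-divergent genes, and with p under 0.01 it gave 226 sterility-correlated genes, of which 45.6% were higher in *MxD*.

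With the replicate number as a block, 2321 genes differed between *MxD* and *DxM*, 2147 were sterility-correlated, 1317 differed in all 3 sterile contrasts and 236 autosomal genes were off the mid-parent value in *DxM*. At Benjamini-Hochberg 5%, 1201 genes then differed between *MxD* and *DxM*, and at p under 0.01, 1177 were sterility-correlated. With replicate 1 against the others as a block, 2087 genes were sterility-correlated, 1116 at p under 0.01, 1286 differed in all 3 contrasts and 226 were off the mid-parent value in *DxM*. Without the replicate 1 arrays, 58.0% of species-divergent genes were higher in *MxM*, 37.3% of sterility-correlated genes were higher in *MxD*, and 47 genes were off the mid-parent value in *DxM*. The X-linked deviation was then 0.57 with p = 0.0714 in the exact permutation test, the smallest p that 2 males against 6 give, so fewer males are the cause. The block also brought the difference of Dnmt3a from *DxM* to a limma adjusted p of 0.0216, in a range over alternatives by limma or the methods' test of 0.0185 to 0.276, and it changed no other call on the differences of Dnmt3a and Brwd1.

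At stricter thresholds the lower counts follow from the threshold. At Benjamini-Hochberg 5%, 455 genes differed between *MxD* and *DxM*, 436 were sterility-correlated, 294 differed in all 3 contrasts and 156 of these in none among the fertile genotypes. At an unadjusted p under 0.01 the last 3 were 670, 376 and 215. With arrays centred on their autosomal median, 51.8% of species-divergent genes were higher in *MxM* and 34.6% of sterility-correlated genes higher in *MxD*. Without the dimmest 25% of genes, 59 genes were off the mid-parent value in *DxM*, where fewer genes were tested.

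With each male left out in turn, the share of species-divergent genes higher in *MxM* ran from 51.3% without *MxM* replicate 3 to 56.6%. Sterility-correlated genes numbered from 920 without *MxD* replicate 3 to 1609 without *MxM* replicate 3, and the share higher in *MxD* ran from 37.2% to 42.0%. At p under 0.01 they numbered from 402 without *MxD* replicate 3 to 814, and 376 with the methods' t-test with equal variances. Genes different in all 3 contrasts ran from 518 without *MxD* replicate 3 to 960, and those in none among the fertile genotypes from 217 without *MxD* replicate 3 to 439. Genes off the mid-parent value ran from 43 without *DxM* replicate 3 to 127 in *DxM*, and from 327 without *MxD* replicate 3 to 667 in *MxD*. The *DxM* count was also 57 and 56 without *DxD* replicates 2 and 3, and 47 and 46 without *DxM* replicates 1 and 2. The X-linked deviation stayed between 0.58 and 0.63.

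For single genes, the difference of Brwd1 from *DxM* was not past the adjusted threshold in 9 of 22 alternatives and that from *MxM* in 2. The differences of Dnmt3a from *DxD* and *MxM* were not past it in 1 and 3. The directions were the same in all 22.

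Repeating the quantile normalization left the values as they were, as did autosomal centring for the X-linked deviation, which subtracts the same shift, and this says nothing about stability. The depth of an array is its signal over background, which was not measured here and limits what can be seen in dim genes. Not run were the results that need the chromosome of every gene, which were the X-linked share of species-divergent and of sterility-correlated genes under each definition, the distributions of X-linked against autosomal differences, and the share of X-linked genes higher in *MxD* than in *MxM*. The planned interaction of the X chromosome with the hybrid background was left out because the 32 genes were chosen for the pattern, and leaving out those genes leaves no X-linked gene.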

Differences from the paper's values

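The methods' t-test with unequal variances at p thresholds of 0.02364 and 0.01 and the block of replicate 1 against the others were tests chosen only after the results were seen.

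For species-divergent genes at a false discovery rate of 5%, the paper's value is 1435 and the value here is 2230 by limma with Benjamini-Hochberg adjustment. The paper estimated that rate with fdrtool, so these values differ in the estimator as well as in the test. Of the alternatives set before the data were examined, the values were within 1.5 times of the paper's with the methods' t-test with equal variances, with only the 2 genotypes compared, without the dimmest 25% of genes, and without any 1 *DxD* male, any 1 *DxM* male, or *MxM* replicate 2 or 3. They were not with the methods' t-test with unequal variances, the replicate block, the trend and robust prior, repeated quantile normalization, autosomal median centring, an unadjusted p under 0.05, or without *MxM* replicate 1 or any 1 *MxD* male. The methods' t-test with unequal variances at p under 0.02364, chosen after seeing the values, gave 1435. On the part of Table S1 used here it dropped 0 of the 420 genes that the table's own p-values place under that threshold. At p under 0.05, also chosen after seeing the values, the same test gave 2065. Its 468 genes after Benjamini-Hochberg adjustment differ from its 1435 only through the cutoff.

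For sterility-correlated genes, the paper's value is 902 and the value here is 1388. Of the alternatives set before the data were examined, both forms of the methods' t-test, the removal of the dimmest 25% of genes, an unadjusted p under 0.01, and leaving out any 1 *DxD* male, any 1 *DxM* male, *MxM* replicate 2, or *MxD* replicate 2 or 3 gave values within 1.5 times of the paper's. With unequal variances the value was 903. The values were not within it with only the 2 genotypes compared, the replicate block, the trend and robust prior, repeated quantile normalization, autosomal median centring, Benjamini-Hochberg 5%, or without *MxM* replicate 1 or 3 or *MxD* replicate 1.

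For sterility-correlated genes at p under 0.01, the paper's value is 226 and the value here is 670. The methods' t-test with unequal variances gave 226, and its use at this threshold was chosen after seeing the values. It dropped 0 of the 60 genes that the p-values in the part of Table S1 used here place in the set. The other alternatives set before the data were examined for sterility-correlated genes, each male left out in turn included, were applied to this count only afterwards, and they gave values that differed from the paper's by over 1.5 times.

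For genes different in all 3 sterile contrasts, the paper's value is 397 and the value here is 812. For those of them different in no comparison among the fertile genotypes, the paper's value is 181 and the value here is 369. For both counts, the alternatives set before the data were examined that came within 1.5 times were the 2 forms of the methods' t-test, Benjamini-Hochberg 5%, an unadjusted p under 0.01, and leaving out *MxD* replicate 3. With unequal variances the values were 397 and 181. The other alternatives set before the data were examined did not come within it, which were only the 2 genotypes compared, the replicate block, the trend and robust prior, the removal of the dimmest 25% of genes, repeated quantile normalization, autosomal median centring, and leaving out any other male.

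The paper states that Dnmt3a was reduced in *MxD* against each fertile genotype. The direction was the same here, but the limma adjusted p against *DxM* was 0.0655. It was 0.0216 with the replicate block and 0.0185 with replicate 1 against the others as a block, the latter chosen after seeing the values, in a range over alternatives by limma or the methods' test of 0.0185 to 0.276. Without adjustment, the methods' t-test with unequal variances gave 0.0207.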

Other observations

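The tests on the replicate 1 males and on the spread of the *MxM* males were chosen only after the results were seen, and the counts of other splits of the males were planned.

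The replicate 1 males of the 4 genotypes deviated together. By limma 2257 genes differed between replicate 1 and the other replicates after Benjamini-Hochberg adjustment, 902 higher and 1355 lower in replicate 1. For replicates 2 and 3 the numbers were 0 by limma, with 602 and 1024 genes at an unadjusted p under 0.05. A difference tied to intensity that the normalization left stays open. The correlation across genes between the replicate 1 effect and mean expression was 0.0129. Arrays with identical sorted values keep this correlation small in any case, so it cannot decide. A shift along the axis from fertile to sterile testis is argued against by a correlation of -0.262 with *MxD* minus *DxM*, or -0.349 corrected for noise, because replicate 1 deviations of different genotypes correlated at 0.568 or more. The limits for both correlations were set after the values were seen. A shared processing batch and a shared biological factor, such as litter or day, cannot be told apart, since the lowest correlation of 0.568 would follow from either, and the paper's text names neither.

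Real splits of the males were compared with other splits of the same males by limma, with Benjamini-Hochberg adjustment for *DxD* against *MxM* and an unadjusted p under 0.05 for *MxD*. Between *DxD* and *MxM*, 1 of 10 splits gave as many genes, the real one included, and the same count of 1 of 10 held for *MxD* against *DxD*, *MxM* and *DxM*. For sterility-correlated genes it was 1 of 20, and the mirrored labels of the hybrids gave 838 genes. With 10 or 20 splits chance cannot be excluded by design. The next largest counts were 0 after adjustment for the species, or 731 at an unadjusted p under 0.05 against 2923 in the real split, and 308, 1356 and 1003 at that unadjusted p for *MxD* against *DxD*, *MxM* and *DxM*. For sterility-correlated genes the next largest was that of the mirrored labels, which part all same-numbered pairs, and then 732. Among splits that part as many same-numbered pairs as the real one, the next largest were 74, 227 and 68 for the 3 contrasts of *MxD*, and for sterility-correlated genes 58 after the mirrored labels. The splits that part fewer pairs place males with the same replicate number together.

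In the sterile hybrid *MxD*, 566 of 2005 autosomal genes were off the mid-parent value by limma after Benjamini-Hochberg adjustment, 263 above and 303 below, and 521 lay outside the means of both *DxD* and *MxM*, which are not the parents of the hybrid. Among 100 splits of the 9 males only the real one gave as many, 1 of 100. For the reason given for *DxM*, this share cannot exclude a chance split. The count was 327 without *MxD* replicate 3. Strain differences within each species and the difference in cell composition between sterile and fertile testis that the paper describes stay open for these genes and were not tested on them.

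By the methods' t-test with unequal variances, 1.44 times as many genes differed between *MxD* and *DxD* as between *MxD* and *MxM*. With 1 spread shared by the 4 genotypes the ratio was 1.01, which is consistent with a larger spread among *MxM* males as the source. The shared spread gives both contrasts the same standard error by construction, so the test shows that differences of similar size remain, and the limit of 1.1 for the ratio was set after the values were seen. The mean within-genotype variance was 5.98 times as large in *MxM* as in *DxD*, and 3.37 times without the genes far lower in *MxM* replicate 3.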
